# Recellularization of rat liver: An in vitro model for assessing human drug metabolism and liver biology

**DOI:** 10.1371/journal.pone.0191892

**Published:** 2018-01-29

**Authors:** Matthew J. Robertson, Benjamin Soibam, Jacqueline G. O’Leary, Luiz C. Sampaio, Doris A. Taylor

## Abstract

Liver-like organoids that recapitulate the complex functions of the whole liver by combining cells, scaffolds, and mechanical or chemical cues are becoming important models for studying liver biology and drug metabolism. The advantages of growing cells in three-dimensional constructs include enhanced cell-cell and cell-extracellular matrix interactions and preserved cellular phenotype including, prevention of de-differentiation. In the current study, biomimetic liver constructs were made via perfusion decellularization of rat liver, with the goal of maintaining the native composition and structure of the extracellular matrix. We optimized our decellularization process to produce liver scaffolds in which immunogenic residual DNA was removed but glycosaminoglycans were maintained. When the constructs were recellularized with rat or human liver cells, the cells remained viable, capable of proliferation, and functional for 28 days. Specifically, the cells continued to express cytochrome P450 genes and maintained their ability to metabolize a model drug, midazolam. Microarray analysis showed an upregulation of genes involved in liver regeneration and fibrosis. In conclusion, these liver constructs have the potential to be used as test beds for studying liver biology and drug metabolism.

## Introduction

A goal of liver tissue engineering is to generate artificial, de novo functional liver tissue. A quickly growing area of research in this field is the development of *in vitro* models to advance our knowledge of liver biology [1, 2] and expedite drug development [3, 4]. These in vitro models have already increased the efficiency of drug screening, thereby accelerating preclinical studies in the drug development process. In addition, in vitro models have the potential to dramatically reduce the cost of bringing drugs to market [5]. Despite these recent advances, there is still a need for a tissue-engineered liver model that recapitulates the *in vivo* microenvironment. Such a model would likely be more predictive than those that are currently the standard in regulatory studies.

Hepatocytes are the most prevalent parenchymal cell type, comprising 60 to 80% of the liver mass. These cells perform most of the non-immunologic functions of the liver [6]. Hepatocytes rapidly lose their phenotype in cell culture [7]. However, preserving the microenvironment of the liver (e.g., three-dimensional structure, cell-cell and cell-extracellular matrix [ECM] interactions, chemical cues, and mechanical properties) helps hepatocytes retain their phenotype in cell culture [5][8–10]. For example, it is well established that restoring cell-ECM interactions by culturing hepatocytes in the presence of purified ECM proteins, such as collagen, or complex protein mixtures, such as Matrigel or liver ECM gels improves hepatocyte function and helps the cells maintain their phenotype. Furthermore, hepatocytes are better able to maintain their differentiated phenotype when grown in three-dimensional cultures rather than in two-dimensional cultures [8, 9]. Conversely, culturing hepatocytes on a stiff substrate leads to their de-differentiation and proliferation, suggesting that the mechanical environment found in the liver is also important when culturing these cells [5]. Therefore, the ideal matrix for liver tissue engineering should have the same three-dimensional architecture, chemical composition, and mechanical properties as native liver so that hepatocytes maintain their mature phenotype (e.g., hepatocyte zonation within the liver, cell polarization, and function) when cultured on it. Perfusion-decellularized liver scaffolds [11] are ideally suited to meet these requirements.

Decellularized livers not only provide three-dimensional scaffolds that are similar to the native liver, but they also contain the ECM proteins found in the native liver, including collagen, fibronectin, and basement membrane proteins [12–22]. Furthermore, decellularized liver scaffolds retain some of the glycosaminoglycans (GAGs), cytokines, and growth factors present in the native liver, including fibroblast growth factor-basic (bFGF) [16], hepatocyte growth factor (HGF) [16], and vascular endothelial growth factor (VEGF) [14]. These scaffolds, by virtue of being generated from the native liver, have an acellular vascular tree with patent vessel conduits [12, 23]. This acellular vasculature is beneficial for introducing cells into the decellularized liver and for perfusing cell culture medium throughout the tissue to maintain the viability and phenotype of the cells under physiologic pulsatile fluid flow. Proper perfusion of medium across the cells creates the potential for establishing the nutrient and oxygen gradients found in the native liver microenvironment, which is important for maintaining zonation within the liver. Establishing proper fluid shear stress on the liver cells is also important because metabolic function, cell viability, and adhesion molecule expression are altered under high shear stress conditions [8, 24].

Because the liver must have the appropriate three-dimensional structure, mechanical properties, and chemical composition to perform its basic functions, we sought to produce a liver construct that maintains these properties and the native cues necessary for proper cell function in a culture system that mimics the *in vivo* microenvironment. Our findings suggest that livers that have been perfusion-decellularized and recellularized can be used as a model system for studying changes in cell phenotype in the context of drug metabolism and liver diseases.

## Materials and methods

### Animal use

All experiments were performed in accordance with the US Animal Welfare Act and were approved by the Institutional Animal Care and Use Committee at the University of Minnesota. Sprague Dawley rats (Harlan Laboratories), ranging in age from 13 to 28 weeks old, were anesthetized with ketamine (100 mg/kg) (Phoenix Pharmaceutical) and xylazine (10 mg/kg) (Phoenix Pharmaceutical) before any procedures were performed. They were then systemically heparinized via femoral artery or infragastric vein injection, and their livers were subsequently removed.

### Decellularization

The caudate lobes of the rat livers were isolated by placing 7–0 proline sutures loosely around the branches of the portal vein leading to the other lobes. Next, the portal vein was cannulated, and each liver was perfused with phosphate-buffered saline (PBS) and placed in a bioreactor. Three different decellularization procedures were evaluated: (1) perfusion with 3.2 L of 1% sodium dodecyl sulfate (SDS) in water, followed by 60 mL of deionized water, then 60 mL of 1% Triton X-100 (Sigma), and finally 60 mL of deionized water; (2) perfusion with 6.4 L of 1% SDS in water, 60 mL of deionized water, 60 mL of 1% Triton X-100 (Sigma), and then 60 mL of deionized water; and (3) perfusion with 3.2 L of 1% SDS in water, followed by 120 mL of water, and then recirculation of a DNase (Roche) (200 units/mL) through the scaffolds for 4 hours at room temperature. All perfusions were started at an initial pressure of 20 mmHg and were gravity driven. After the decellularization procedures, the scaffolds were washed twice by recirculating 500 mL of PBS containing penicillin/streptomycin (Life Technologies) for at least 6 hours per wash. Next, the 7–0 sutures that were placed around the portal vein branches leading to all the lobes except the caudate lobes were tied. Each acellular scaffold was then placed into a tissue culture incubator (37° C), attached to a peristaltic pump, and perfused with cell culture medium at a rate of 1 mL/min for 24 hours before recellularization.

### Residual DNA quantification

Samples (decellularized scaffolds or whole liver biopsies) were hydrolyzed with 1N NaOH, and the DNA content was then analyzed by using Hoechst 33258 (Life Technologies). For this analysis, the diluted hydrolyzed samples were mixed with 2X Hoechst dye reagent (200 ng/mL Hoechst 33258 in TNE buffer), the fluorescence intensity of the samples was measured by using a fluorometer, and the DNA content was quantified using a standard curve produced with calf thymus DNA.

### Residual GAG quantification

Samples (decellularized scaffolds or whole liver biopsies) were hydrolyzed with 1N NaOH. GAG content was analyzed by using the Biocolor Blyscan Assay Kit (Accurate Chemical). Briefly, samples, blanks, and standards were incubated in Biocolor Assay Dye Reagent for 2 hours at room temperature. The samples were then centrifuged, and the supernatants were decanted. Pellets were suspended in the Biocolor Blyscan GAG Assay Dye Dissociative Reagent, and GAG content was measured using a spectrophotometer.

### Human liver cells

A crude, prefiltered preparation of human cells containing hepatocytes and nonparenchymal cells was obtained from CellzDirect, centrifuged, and the shipping buffer was removed. Cells were suspended gently in cell culture medium. Cell concentration and viability were quantified using a hemocytometer and 0.4% Trypan Blue (Life Technologies). In all human liver cell recellularization experiments, twenty million cells were used to recellularize the liver constructs.

### Rat liver cells

Liver cells were isolated from anesthetized and heparinized Sprague Dawley rats by using a two-step collagenase perfusion protocol. Briefly, the portal vein was surgically exposed and catheterized and then perfused with a HEPES-buffered solution containing 142 mM NaCl, 6.7 mM KCl, 5 mM EGTA, and 10 mM HEPES (pH = 7.6). The perfusate was then changed to a HEPES-buffered collagenase solution containing 100 U/mL collagenase (Worthington), 67 mM NaCl, 6.7 mM KCl, 5 mM CaCl_2_, and 100 mM HEPES (pH = 7.6). After collagenase-mediated liver digestion and disruption of Glisson’s capsule, the cells were filtered through a 100-micron filter and then washed with EGTA-containing buffer. Viable cells were isolated by mixing the cell suspension with Percoll (Sigma) to form a 40% isotonic Percoll solution (Sigma). This solution was then centrifuged at 70 g to remove the non-viable cells [25]. The viable cells were then washed and diluted in preparation for recellularization of the acellular liver scaffolds.

### Recellularization

In our experiments, we recellularized scaffolds with either rat liver cells (one million or twenty million cells) or human liver cells (twenty million cells). For experiments in which the constructs were recellularized with twenty million cells, the liver cells were diluted with culture medium to four million cells per mL. For experiments in which constructs were recellularized with only one million cells, the cells were diluted to two hundred thousand cells per mL. Scaffolds were first removed from their bioreactors and perfused with PBS. Using a portal vein catheter, 5 mL of cell stock (i.e., either one million or twenty million cells) was perfused into the scaffold. Afterwards, the recellularized scaffolds were placed back into the bioreactors and cultured for the indicated duration.

### Liver bioreactors

Recellularized liver constructs were cultured in a bioreactor that consisted of a sterilized Erlenmeyer flask with a port at the bottom. The flask was corked with a sterile rubber stopper to ensure sterility. An 18-gauge needle was pushed through the rubber stopper, and the cannulated liver portal veins were attached to the needle. In all experiments, liver constructs were perfused at a rate of 1 mL/min by using a Masterflex C/L pump (Cole-Parmer) that was attached to the 18-gauge needle. The medium was oxygenated by bubbling with humidified carbogen. The entire liver bioreactor (medium reservoir, flask containing the liver construct, carbogen humidification pump, and pump) was kept in a tissue culture incubator. Before the bioreactors were set up, all tubing, attachments, flasks, and stoppers were sterilized by autoclaving.

### Culture media

Livers recellularized with rat cells were perfused with Williams’ Medium E (Sigma) containing 2 mM GlutaMax-1 (Life Technologies), 0.1 mM MEM non-essential amino acids solution (Sigma), 10% fetal bovine serum (Hyclone), 10 μg/mL insulin (Sigma), 1X penicillin/streptomycin (Life Technologies), and 1 μM dexamethasone (Sigma).

Scaffolds seeded with human liver cells were perfused with Williams’ Medium E (Sigma) containing 2 mM GlutaMax-1 (Life Technologies), 0.1 mM MEM nonessential amino acids solution (Sigma), 1X ITS+1 (Sigma), 2.0 ng/mL HGF (Peprotech), 2.0 ng/mL epidermal growth factor (EGF) (Peprotech), 1X penicillin/streptomycin (Life Technologies), and 0.1 μM dexamethasone (Sigma).

### Human albumin measurements

A direct enzyme-linked immunosorbent assay (ELISA) was used to determine the concentration of albumin in the culture medium. A human serum albumin antibody conjugated to horseradish peroxidase was used per the manufacturer’s guidelines (Bethyl Laboratories, Inc.). Albumin production was normalized by the number of cells seeded onto the scaffold.

### Human urea measurements

The urea level in medium samples collected from livers recellularized with human liver cells was quantified at the indicated time points by using a Blood Urea Nitrogen Kit per the manufacturer’s guidelines (Pointe-Scientific, B7551-120). Urea measurements were normalized by the number of cells seeded onto the scaffold.

### Glucose 6-phosphate dehydrogenase (G6PDH) activity

A Vybrant Cytotoxicity Assay Kit (Life Technologies) was used per the manufacturer’s guidelines to measure G6PDH activity in medium harvested from constructs recellularized with human liver cells at the indicated time points.

### Clinical chemistry

For all constructs recellularized with rat liver cells, the concentration of urea, albumin, glucose and the aspartate transaminase (AST) activity level in medium samples were measured by the University of Minnesota’s Veterinary Diagnostic Lab (St. Paul, MN). All clinical chemistry measurements were normalized by the number of cells seeded onto the scaffold.

### Immunostaining

Samples from scaffolds recellularized with human or rat liver cells were fixed in formalin and embedded in paraffin. The samples were then sectioned, dewaxed, and hydrated in a graded ethanol series. Before the sections were immunostained, antigen retrieval was performed, which included boiling the samples in a Tris EDTA buffer (10 mM Tris base, 1 mM EDTA, and 0.05% Tween-20 [pH = 9.0]). The following primary antibodies were used for immunostaining: rabbit polyclonal IgG anti-proliferating cell nuclear antigen (PCNA) (Santa Cruz), rabbit polyclonal anti-collagen I (Abcam), and rabbit polyclonal anti-elastin (Abcam).

When immunostaining for PCNA, samples were washed twice in Tris-buffered saline (TBS) (pH = 8.4) with 0.025% Tween-20 and blocked in Tris-buffered saline with 1% bovine serum album. The samples were incubated with primary antibody in blocking buffer overnight at 4°C. The next day, the samples were washed twice in TBS containing Tween-20, incubated with secondary antibody (DyLight 594 donkey anti-rabbit IgG, Jackson ImmunoResearch) in TBS, washed 3 times in TBS, and mounted using Vectashield HardSet Mounting Medium with DAPI (Vector Laboratories).

A similar procedure was used for type I collagen and elastin staining, but the following modifications were made: slides were washed with PBS containing 0.05% Tween-20, blocked with PBS containing 5% normal donkey serum, incubated with the primary antibodies in PBS containing 5% donkey serum, and incubated with the secondary antibody Texas Red dye–conjugated AffiniPure donkey anti-rabbit IgG (Jackson ImmunoResearch).

For the immunohistochemistry analyses, antigen retrieval was performed by boiling the samples in 10 mM citrate buffer (pH = 6.0) with 0.05% Tween-20. The Universal RTU VECTASTAIN Elite ABC Kit (Vector Laboratories) was used per the manufacturer’s guidelines to stain the slides. Slides were incubated with rabbit polyclonal IgG anti-CYP450 3A4 (Abcam) or mouse monoclonal IgG anti-CYP450 1A2 (Abcam). Finally, stained sections were incubated for 10 mins with Vector Novared (Vector Laboratories), which was used as the peroxidase substrate. Slides were mounted with Vectamount (Vector Laboratories).

### PCNA quantification

At the indicated time points, at least 5 fields of view from the sections of recellularized liver constructs stained with PCNA and DAPI were randomly selected and imaged. Within these randomly selected fields of view, the number of cells stained positive for both PCNA and DAPI were counted. For each time point, at least 4 constructs were analyzed.

### Histology

For all samples (liver biopsies, decellularized scaffolds, and recellularized scaffolds), Masson’s trichrome, hematoxylin and eosin, and silver reticulin staining were performed by the University of Minnesota’s Lillehei Heart Institute Histology and Microscopy Core by using standard protocols.

### TUNEL assay

The DeadEnd Colorimetric TUNEL system (Promega) was used to stain for nicked DNA. Further details are in the Supplemental Materials and Methods. The assay was performed according to the manufacturer’s guidelines for paraffin-embedded samples but with the following modifications: after the samples were deparaffinized and rehydrated, they were microwaved in a 10 mM citrate buffer solution, incubated with DyLight 594-conjugated streptavidin (Jackson ImmunoResearch), and mounted using Vectashield containing DAPI (Vector Laboratories).

### Scanning electron microscopy

Samples (decellularized scaffolds and liver biopsies) were fixed with 2.5% (v/v) glutaraldehyde (Electron Microscopy Sciences) in a buffered solution of 0.1 M sodium cacodylate (pH = 7.3) for 2 hours at room temperature. Samples were then washed with cacodylate buffer and postfixed with 1% osmium tetroxide in a buffered solution of 0.1 M sodium cacodylate (pH = 7.3) for 1 hour at room temperature. Next, samples were washed 3 more times and then dehydrated with a graded ethanol series. They were then dried in a Tousimis 780A critical-point dryer. Samples were sputter-coated with 10 nm AuPd (60%/40% alloy) by using a Denton DV-502A high-vacuum system (Denton Vacuum) and were visualized with a Hitachi S4700 scanning electron microscope.

### Drug metabolism measurements

Drug metabolism was tested in rat liver constructs recellularized with twenty million human liver cells. On days 2, 8, 14, 20, and 28 days post-recellularization, 10 mL of culture medium containing 10 μM of midazolam was recirculated through the constructs at 1 mL/min for 6 hours. Samples were then removed from the outlet of the bioreactor at the indicated time points (0 mins, 15 mins, 30 mins, 1 hr, 2 hrs, and 3 hrs), frozen, and stored at -80°C. Samples were shipped on dry ice and analyzed by CellzDirect to determine midazolam and hydroxymidazolam concentrations using mass spectrometry. Midazolam and hydroxymidazolam concentrations were normalized by the number of cells seeded onto the scaffolds.

### RNA isolation

At days 2, 15, and 28 after recellularization, liver constructs recellularized with rat liver cells were removed from their bioreactors, and biopsies were collected. In addition, we collected samples from day 0 cadaveric rat livers and freshly isolated rat liver cells for comparison. Biopsies were stored in RNAlater (Qiagen) until further analysis. RNA was isolated by using the Qiagen RNeasy Mini Kit per the manufacturer’s guidelines.

### Microarray analysis

Purified RNA was labeled and hybridized against RatRef-12 Expression BeadChips (Illumina). Processing and hybridization were performed by the University of Minnesota’s BioMedical Genomics Center. Using limma, we processed the raw data for background correction, quantile normalization, and log2 transformation [26]. For each gene, one-way analysis of variance (ANOVA) was used to test for a statistical difference in expression level between any 2 time points. Genes that showed no statistical difference between any 2 time points (ANOVA *P* value >0.05) were removed. A robust Z-score was computed for each gene across the groups. HOPACH clustering was applied to the robust Z-scores to obtain gene clusters by using cosine-similarity as the distance metric between the genes for days 2, 15, and 28 [27]. Gene ontology analysis was performed for each identified cluster of genes by using DAVID [28], with the mouse genome as the background set of genes. For the cytochrome P450 analysis, fold changes were calculated and normalized to cadaveric livers. The data is archived in the GEO database under the accession number GSE107274.

## Results

### Generation of an acellular rat liver scaffold by using perfusion decellularization

The effectiveness of perfusion decellularization depends on the chemistry of the perfusate used to remove the cells (e.g., ionic detergents, hypotonic solutions, or trypsin) and the method by which these chemicals are delivered (e.g., gravity or pump driven) [29, 30]. In this study, we evaluated 3 methods of decellularizing cadaveric rat livers: (1) 3.2 L of 1% SDS followed by 60 mL of 1% Triton X-100, (2) 6.4 L of 1% SDS followed by 60 mL of 1% Triton X-100, and (3) 3.2 L of 1% SDS followed by a DNase treatment. For all experiments, we used gravity perfusion at 20 mmHg through the portal vein.

When the livers were perfused with 3.2 L of 1% SDS followed by 60 mL of 1% Triton X-100, the cells were completely removed (S1A and S1B Fig). Scanning electron microscopy further confirmed that the cells had been removed and revealed that smooth-walled vessels had been retained within the liver parenchyma with a fibrous scaffold of ECM radiating outward from the vessels (S1C and S1D Fig). However, livers perfused with only 3.2 L of SDS retained a relatively high amount of latent immunogenic DNA; increasing the total volume of 1.0% SDS from 3.2 L to 6.4 L reduced the residual DNA content and the total amount of GAGs present in the scaffolds (Table 1). Staining for extracellular components after decellularization with 3.2 L of 1% SDS and 1% Triton X-100 showed that liver ECM components had been retained; the parenchyma stained positive for type I collagen, and the large vessels stained positive for the basement membrane protein elastin (S2A and S2B Fig). Thus, the distribution of ECM components resembled native liver, which has collagen I in the parenchyma and basement membrane protein near large vessels.

**Table 1:** Acellular matrix characterization.

Condition	% DNA content compared to cadaveric	Average mg GAG per gram wet sample weight
3.2 L of 1.0% SDS + 60 mL 1% Triton X-100 (N = 12)	12.45 ± 1.48	803.47 ± 188.7
6.4 L of 1.0% SDS + 60 mL 1% Triton X-100 (N = 8)	6.51 ± 1.00	301.5 ± 53.63
3.2 L of 1.0% SDS + DNase treatment (N = 4)	1.54 ± 0.31	2073.91 ± 190.2

Data are expressed as mean ± SEM

Although increasing the amount of SDS improved the removal of latent DNA, it had a deleterious effect on GAG content. The nonionic detergent Triton X-100 has been reported to remove GAGs [30]. Furthermore, it has been suggested that increasing the SDS treatment may increase protein denaturation and, thereby, harm any proteins retained on the scaffold or the scaffold itself [30]. Therefore, for all subsequent decellularization experiments, we used the lowest amount of SDS solution that would efficiently remove the cells (i.e., 3.2 L of 1% SDS) and did not use Triton X-100. To minimize the amount of immunogenic residual DNA, we treated the acellular scaffolds with DNase instead. Use of this protocol resulted in the lowest amount of residual DNA and the highest retention of GAGs (Table 1).

### Recellularization of the caudate lobes of acellular scaffolds with rat liver cells

Previous liver recellularization studies have focused on recellularization of the whole scaffold [12, 13, 16, 19]. It is well established that restoring cell-cell interactions improves cell function and morphology and stabilizes cellular phenotype [5, 8]. Therefore, to increase the probability of cell-cell interactions, we delivered cells to a confined space: the caudate lobes of the decellularized rat liver.

Before decellularization, we placed sutures around the branches of the portal vein proximal to each liver lobe, but no suture was placed around the branch to the caudate lobes (Fig 1A and 1B). After decellularization but before recellularization, these sutures were tied, directing perfusion to the caudate lobes. To seed the scaffolds, we originally perfused twenty million rat parenchymal liver cells into the caudate lobes via the portal vein. The recellularized scaffolds were then maintained in a bioreactor within a tissue culture incubator, with culture medium perfusing the portal vein at a rate of 1 mL/min (S3A and S3B Fig). After the rat parenchymal cells were perfused into the scaffolds, they formed clusters either surrounding or near large vessels (Fig 1C). Cell retention during the initial scaffold seeding was 94.7% ± 6.0%. The average viability of the isolated hepatocytes used during the recellularization process was 91.1% ± 3.0%. After the initial perfusion of cells, the caudate lobes swelled, and overtime they condensed around the cells while the scaffold was maintained in vitro (Fig 1D). During the 28 days in culture after recellularization, the liver constructs remained intact, without any observable disruption of Glisson’s capsule surrounding the caudate liver lobes (Fig 1D). Histologic examination during the 28-day culture period showed that the engrafted cells were retained on the scaffolds (Fig 1E and 1F), but a few regions of necrotic cells could be seen distal to the large vessels (Fig 1E). Patent vessels were also observed in the recellularized scaffolds (Fig 1E). In addition, the liver constructs showed increased reticulin staining around the hepatocytes, suggestive of ECM synthesis and remodeling (Fig 1F).

**Fig 1:**
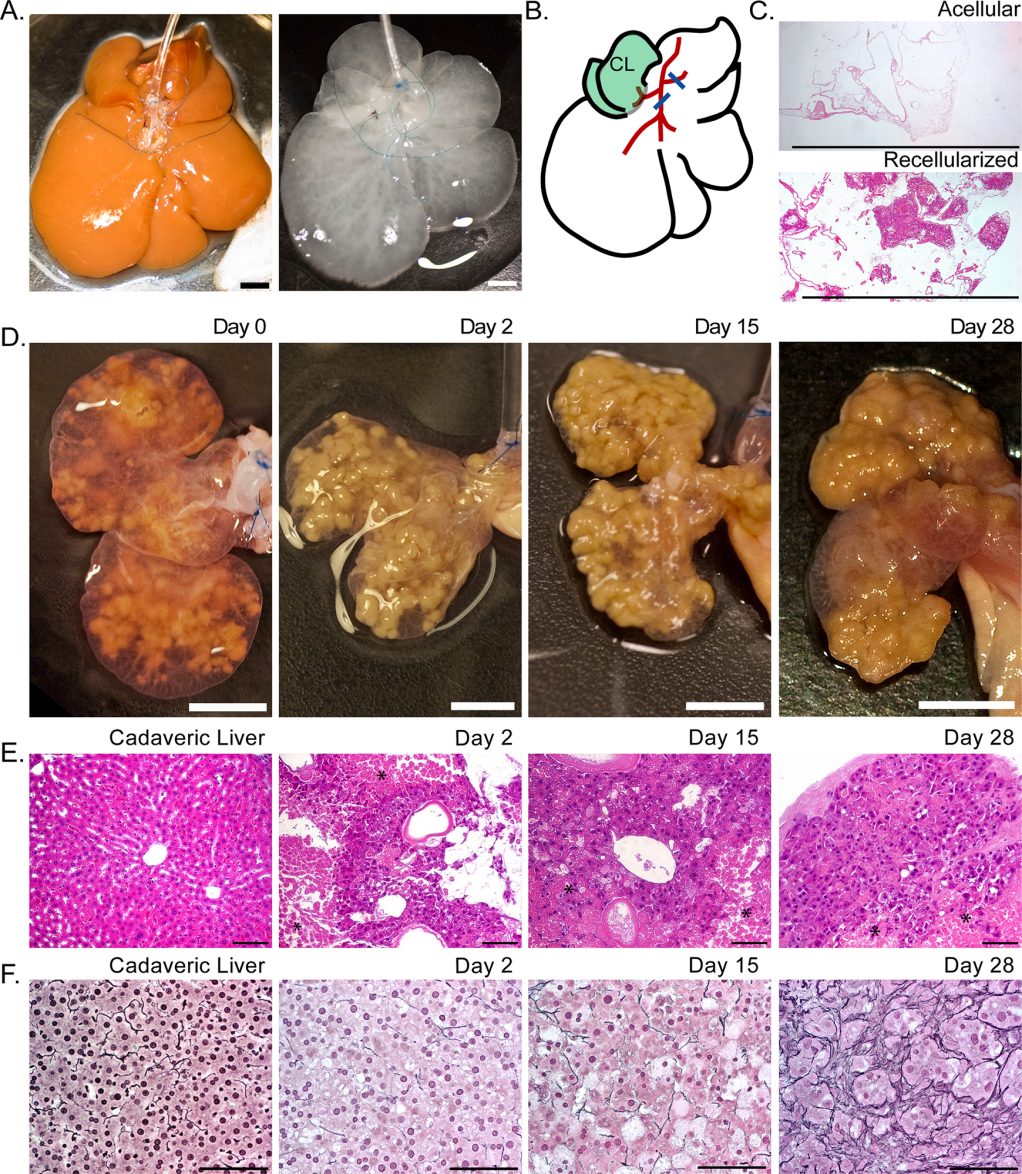
Recellularized liver lobes suitable for long-term culture were created by ligating the portal vein branches to all lobes except the caudate and perfusing twenty million rat liver cells into the acellular scaffolds. (A) Images of cadaveric rat livers before and after decellularization showing the sutures placed around the portal vein branches. (B) A schematic showing suture placement (blue lines) around the portal vein branches (red lines) for recellularization of the caudate lobes (CL, shaded green). (C) Hematoxylin and eosin staining before and 15 days after recellularization. Cell clusters can be seen in the recellularized scaffold. (D) Images of liver caudate lobes immediately after recellularization (day 0) and on days 2, 15, and 28 after recellularization. (E,F) Hematoxylin and eosin (E) and reticulin (F) staining of a cadaveric liver and recellularized liver scaffolds at days 2, 15, and 28 after recellularization. Asterisks (*) in (E) indicate regions of necrotic cells within the scaffolds. Scale bars represent 0.5 cm (A, C, and D) or 100 microns (E and F). All livers were decellularized using 3.2 L of 1% SDS followed by a DNase treatment. Images are representative of 4 liver decellularization and recellularization experiments.

To examine the viability of the cells after construct recellularization, TUNEL staining of histologic sections was performed and AST activity in the cell culture medium measured. Two days after recellularization, many TUNEL-positive cells were present, which were typically found in the center of large cell clusters and distal from the vessels (Fig 2A). However, at days 15 and 28 after recellularization, very few TUNEL-positive cells were observed (Fig 2A). This transient increase in cell death was confirmed by measurements of AST activity in the medium, which were highest on day 2 and then rapidly decreased (Fig 2C). This decrease in cell death coincided with an increase in the expression of PCNA, a marker of cell proliferation and regeneration (Fig 2B and 2D). Compared to liver constructs that were cultured for 2 days, those that were cultured for 15 or 28 days showed a statistically significant increase in PCNA-positive cell staining. These data suggest that, after seeding, cells underwent cell death because of insufficient perfusion of cell culture medium and that some cells de-differentiated.

**Fig 2:**
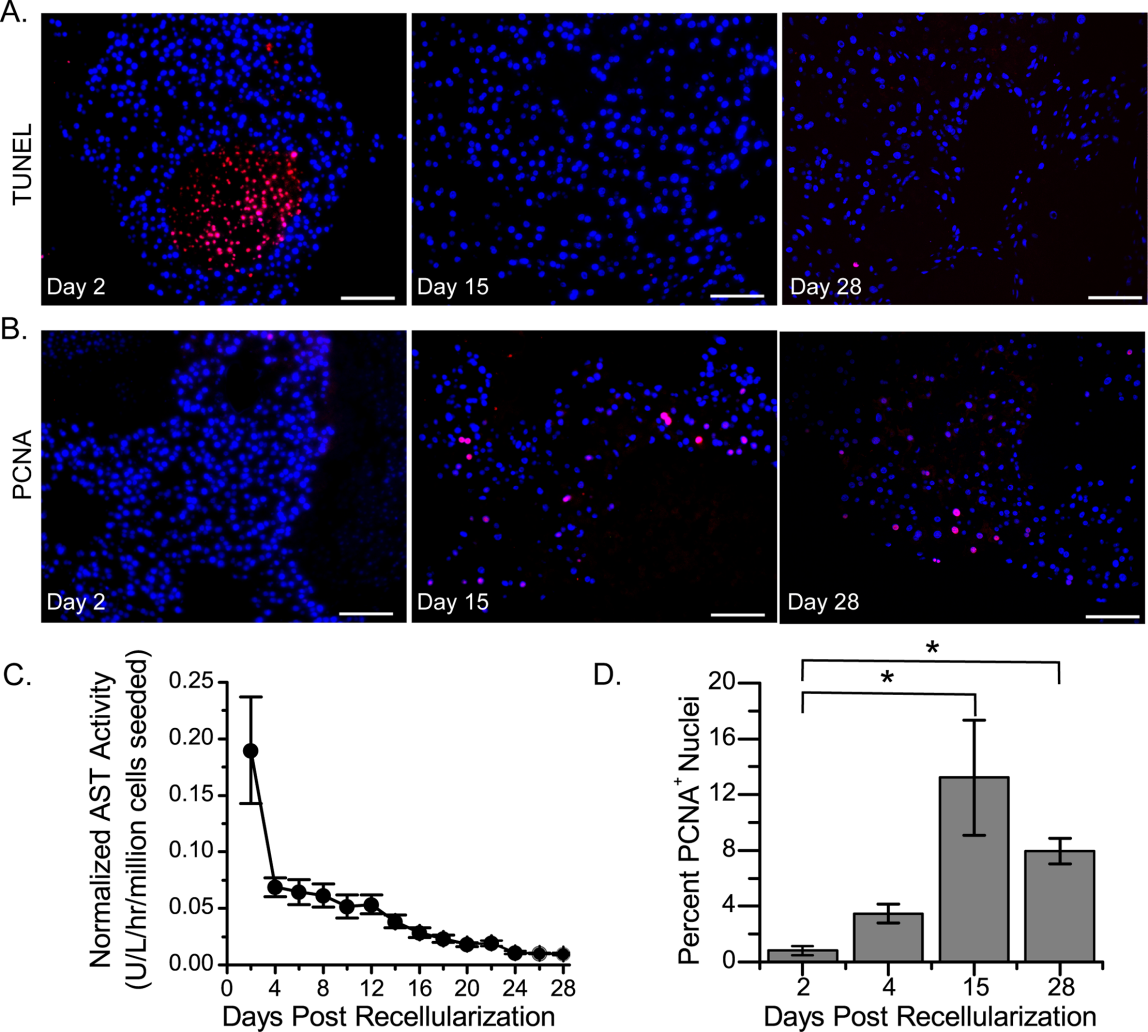
Constructs recellularized with twenty million rat liver cells and cultured for 28 days showed initial cell death followed by cell growth. (A) Representative microscopy images showing TUNEL (red) and DAPI (blue) staining in sections obtained on days 2, 15, and 28 after recellularization. (B) Representative microscopy images showing PCNA (red) and DAPI (blue) staining in sections obtained on days 2, 15, and 28 after recellularization. Scale bars in (A) and (B) represent 100 microns. (C) Graph showing aspartate transaminase (AST) activity in the cell culture medium over time. (D) Graph showing the quantification of PCNA staining. Asterisks (*) indicate a *P* value less than 0.05. The standard error of the mean is reported for 4 separate constructs (C and D). Five independent fields of view were analyzed per construct. All livers were decellularized using 3.2 L of 1% SDS followed by a DNAse treatment.

We then reduced the number of rat liver cells perfused into the isolated liver lobes from twenty million to one million to see if reduced cell crowding could improve cell survival by increasing cell proximity to the vessels within the liver constructs. After the perfusion of only one million cells, clusters of cells were still observed proximal to the vessels (S4A Fig), and increased reticulin staining was present between the cells (S4B Fig). Lastly, we found that cell viability, as shown by TUNEL staining at 2 days after recellularization was increased (S4C Fig).

### Functional assessment of liver constructs recellularized with rat liver cells

Cell function was monitored for 28 days after liver constructs were recellularized with twenty million rat liver cells. Albumin production peaked during the first week of culture, decreased during the second week, and eventually stabilized during the last 2 weeks (Fig 3A). Conversely, urea production decreased during the first 2 weeks before stabilizing (Fig 3B). Glucose concentration in the medium decreased during the first week of culture and then returned to the initial level (Fig 3C). This transient increase in the rate of glucose consumption was suggestive of cell growth and preceded the observed increase in PCNA staining (Fig 2B and 2D).

**Fig 3:**
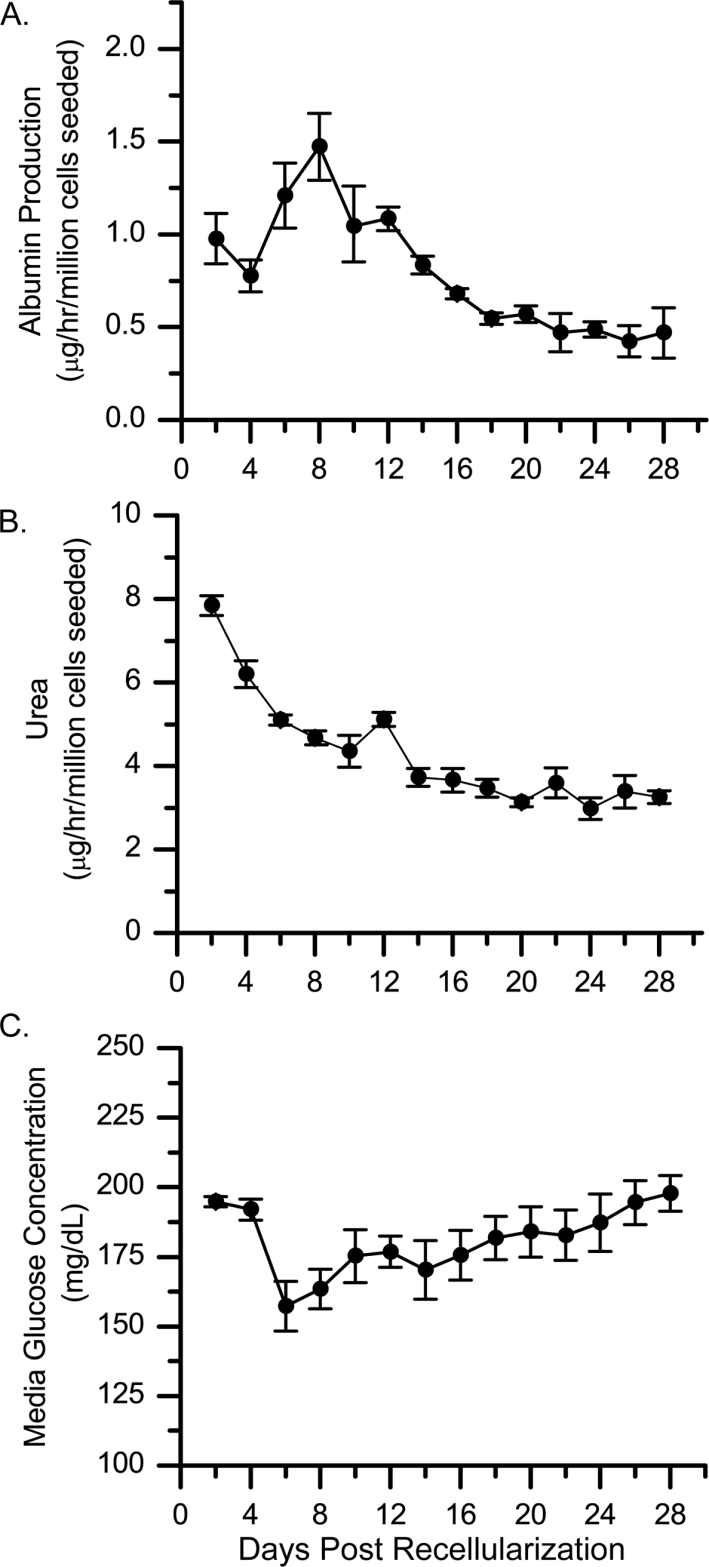
Functional activity including production of albumin and urea, and consumption of glucose in liver constructs recellularized with twenty million rat liver cells. (A-C) Albumin production (A), urea production (B), and glucose concentration (C) were measured in culture medium from recellularized liver constructs over a 28-day period. Values shown are the average for 4 different recellularized constructs. Error bars depict the standard error of the mean. These livers were decellularized using the same protocol (3.2 L of 1% SDS followed by DNase treatment).

To further evaluate construct function, we quantified cytochrome P450 expression in liver constructs recellularized with twenty million rat liver cells. Immunohistochemical analysis showed that CYP1A2 expression in the recellularized constructs was decreased, as compared to that in cadaveric liver (Fig 4A). In addition, CYP1A2 expression was no longer restricted to zones near the central vein; instead, it was heterogeneous throughout the recellularized parenchyma. CYP3A4 expression was also no longer zonal in the recellularized scaffolds; however, it increased over time and was more uniform than CYP1A2 expression (Fig 4B). When we performed microarray analysis to examine gene expression levels in the recellularized liver constructs on days 2, 15, and 28 after recellularization, we observed increased expression of genes in the CYP3 family of cytochrome P450 genes, confirming the immunostaining results (Fig 4C). 

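RNA was hybridized to RatRef-12 BeadChips, arrays of bead-bound probes for rat transcripts, from 5 groups. These were cadaveric liver (n = 4), freshly isolated hepatocytes (n = 4), and constructs recellularized with rat liver cells and sampled on day 2 (n = 4), day 15 (n = 4) or day 28 (n = 3). The 19 samples gave 24 arrays, because 5 constructs were hybridized on 2 arrays each, and both arrays of such a construct were averaged. The authors deposited an intensity and a detection p-value for each probe, and log2 values that limma had background corrected and quantile normalized. The log2 values used here were computed again from the intensities with limma's neqc function and differed from the deposited ones by at most 0.0063. The intensity columns and the sample records give different replicate numbers to 14 of the 24 arrays, always within a group, and the numbers of the sample records were used. A probe was kept when its detection p-value was under 0.05 in at least 3 replicates among the samples fitted together, whatever their group. The brightest kept probe stood for its gene. This left 8283 genes among the constructs and 8825 over the 5 groups. The median share of probes detected per array ran from 43.2% in isolated hepatocytes to 49.8% in day 28 constructs. Groups were compared with limma's moderated tests, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. Gene lists fixed before the data were examined were tested with camera, a limma test of a list against all other genes, at a preset inter-gene correlation of 0.01 and again with the correlation estimated. Several of these lists share themes with those the paper reports for its clusters. In simulated data of the same size, 80.3% of 2-fold changes were recovered between day 2 and day 15 and 72.7% between day 15 and day 28. The simulation changed 200 genes, and on day 28 the matrix structure list, with noise independent between genes. The real data held more changed genes, and day 15 constructs that differed together in matrix genes, so these shares may not hold there. Where a probe was not above background on any array of a group, the fold is given as a lower bound, taken against the lowest level called detected on each array, with the adjusted p of the fit. The paper's text and the sample records do not say whether constructs of different days shared a donor liver, nor the sex of the donors. Some P450 genes depend on sex, and donor sex was not tested. In day 2 constructs the female-specific Cyp2c12 read 14.31 ± 0.33 on the log2 scale (SD), and the male-specific Cyp2c11 was not above background on any array. On days 15 and 28 Cyp2c12 read 13.26 ± 0.47 and 12.77 ± 0.15. Cyp2c11 was then detected on every array, at 7.18 ± 1.06 and 6.35 ± 0.63. A difference in donor sex between the days is therefore not excluded for the P450 changes below, those of CYP3A genes included.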

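Cyp3a2 and Cyp3a18, CYP3A enzymes that oxidize drugs and steroids, rose in the constructs over the culture period. The mean log2 intensity of Cyp3a2 (probe ILMN_1355809) was 5.88 ± 0.75 (SD, n = 4) on day 2, 10.42 ± 0.37 (n = 4) on day 15 and 13.02 ± 0.37 (n = 3) on day 28. Its log2 fold change was 4.55 (standard error 0.33, adjusted p = 3.3e-06) between days 2 and 15 and 2.60 (standard error 0.36, adjusted p = 0.0021) between days 15 and 28. For Cyp3a18 the change was 1.79 (standard error 0.29, adjusted p = 4.2e-04) up to day 15, and a further 0.93 (standard error 0.31, adjusted p = 0.0826) did not pass the test. Cyp3a23-3a1, which encodes the dexamethasone-inducible CYP3A1, stood at 14.34 ± 0.14 on day 2 and 14.81 ± 0.03 on day 28, a log2 fold change of 0.47 (standard error 0.09, adjusted p = 0.0011). The brightest gene on day 28 read 14.90, so the array could show little further increase of Cyp3a23-3a1. Cyp3a9 moved the other way, from 8.46 ± 1.35 on day 2 to 5.55 ± 0.27 on day 28, a log2 fold change of -2.91 (standard error 0.61, adjusted p = 0.0019). Of 4 CYP3A genes tested, 3 were higher and 1 lower on day 28 than on day 2 (3 and 1 adjusted over the list alone), and the family as a group did not pass camera (adjusted p = 0.068).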

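Cytochrome P450 genes as a whole moved in both directions during culture. Of 47 P450 genes tested in the constructs, 15 were higher and 17 lower on day 28 (n = 3) than on day 2 (n = 4), and 15 did not pass the test (16 and 18 adjusted over the list alone). Cyp8b1 and Cyp7b1, hydroxylases of bile acid synthesis, had log2 fold changes of 3.24 (standard error 0.26, adjusted p = 5.0e-06) and 3.72 (standard error 0.47, adjusted p = 7.1e-05), where Cyp7b1 was detected on 1 of 6 arrays on day 2, so its fold rests on values at background. Cyp1b1, a P450 induced through the aryl hydrocarbon receptor, was not above background on day 2 and was at least 69.3-fold higher on day 28 (adjusted p = 7.0e-06). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 fold change of -4.73 (standard error 0.41, adjusted p = 6.5e-06), and Cyp2c7, a retinoid and steroid hydroxylase, of -3.44 (adjusted p = 0.0066). Cyp2e1, the ethanol-inducible enzyme of pericentral hepatocytes, fell by 4.09 (standard error 0.38, adjusted p = 1.4e-05) on the log2 scale from day 2 to day 15 and rose by 3.70 (standard error 0.41, adjusted p = 6.0e-04) from day 15 to day 28. Cyp1a2 read 7.81 ± 0.56 on day 2 and 7.04 ± 1.02 on day 28, and the difference did not pass the test (adjusted p = 0.132). Of the 52 P450 genes tested over all 5 groups, 44 were detected on every day 28 array, 39 on every day 2 array and 41 on every array of cadaveric liver. The median log2 fold change of the P450 genes from day 2 to day 28 was -0.21 and the mean 0.16, and camera, whose sign was upward, made no call (adjusted p = 0.59).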

Importantly, these findings show that the liver constructs did not lose their ability to express cytochrome P450 genes, even 28 days after recellularization, indicating that the cells maintained their phenotype.

**Fig 4:**
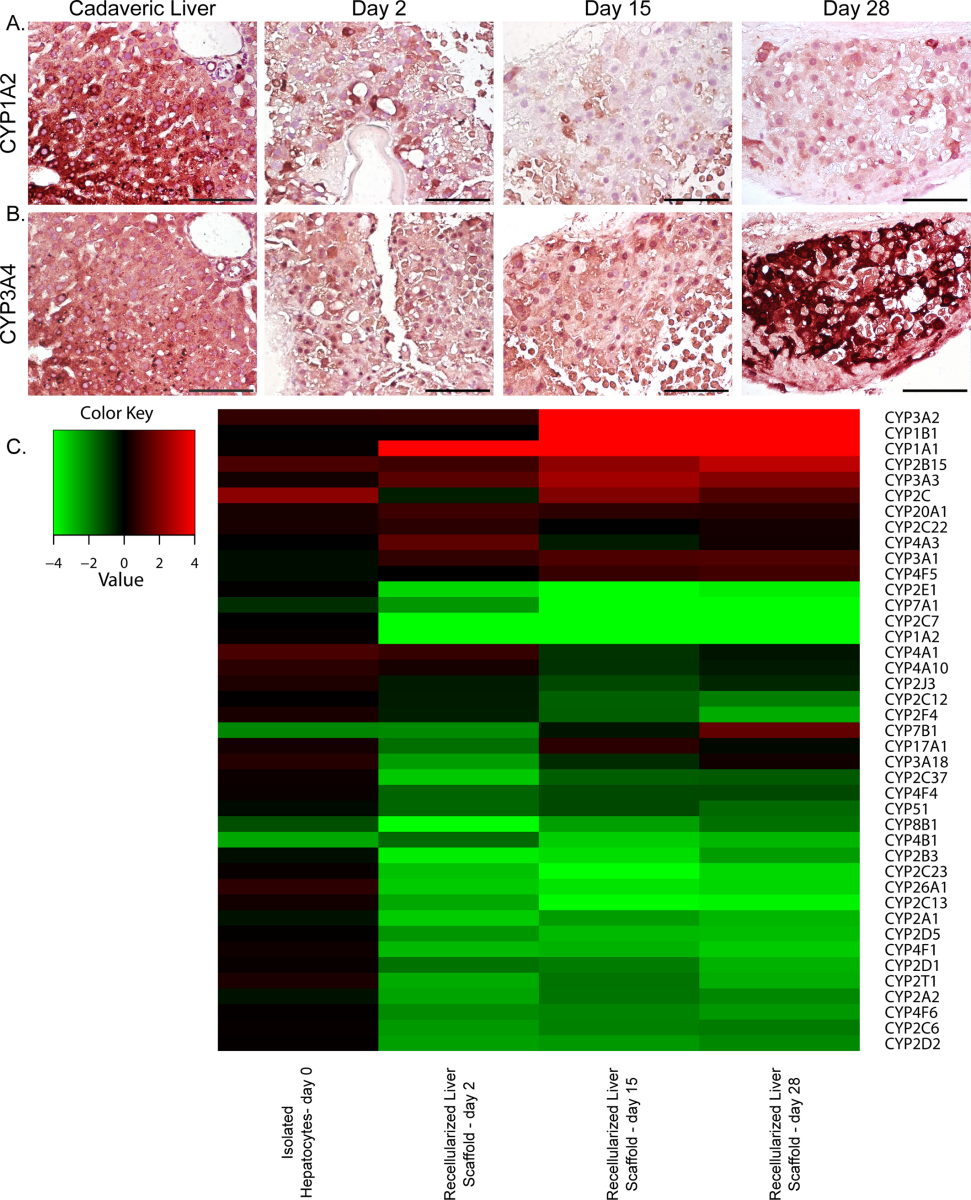
Cytochrome P450 expression in scaffolds recellularized with twenty million rat liver cells. (A,B) Images show CYP1A2 (A) and CYP3A4 (B) expression in cadaveric liver and recellularized liver scaffolds during 28 days in vitro. Scale bars represent 100 microns. (C) Heat map of microarray analysis results showing a 2-fold change in cytochrome P450 expression in freshly isolated hepatocytes and recellularized scaffolds at days 2, 15, and 28 after recellularization.

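Compared with cadaveric liver (n = 4), few P450 genes differed in isolated hepatocytes (n = 4), and more were lower than higher in the constructs. Of 52 P450 genes tested over the 5 groups, isolated hepatocytes had 5 higher and 3 lower (4 and 3 adjusted over the list alone). Constructs had 9 higher and 29 lower on day 2 (9 and 29 adjusted over the list alone), 11 and 30 on day 15 (11 and 32 adjusted over the list alone), and 12 and 26 on day 28 (12 and 26 adjusted over the list alone). Cyp1a2, which metabolizes caffeine and aromatic amines, had a log2 fold change against cadaveric liver of 0.09 (adjusted p = 0.885) in hepatocytes, of -5.26 (standard error 0.32, adjusted p = 1.5e-10) in day 2 constructs and of -6.03 (standard error 0.35, adjusted p = 9.5e-11) in day 28 constructs. Its paralog Cyp1a1, inducible through the aryl hydrocarbon receptor and detected on 1 of 4 arrays of cadaveric liver, was higher in the constructs by 5.09 (standard error 0.39, adjusted p = 2.5e-09) on day 2 and 4.16 (standard error 0.42, adjusted p = 1.2e-07) on day 28. By day 28 Cyp2c7 stood at a log2 fold change of -7.62 (adjusted p = 4.6e-08) and Cyp2d5, a debrisoquine hydroxylase, at -2.96 (adjusted p = 7.4e-11). Cyp2e1 was lowest on day 15, at -7.46 (standard error 0.31, adjusted p = 7.3e-13). Cyp2c7 and Cyp2e1 read near the brightest gene in cadaveric liver, so the array underestimates decreases of this size. In the CYP3A family, Cyp3a2 reached 7.97 (standard error 0.44, adjusted p = 5.1e-11) and Cyp3a23-3a1 1.25 (adjusted p = 6.5e-05) above cadaveric liver on day 28, whereas Cyp3a9 was at -5.56 (adjusted p = 8.8e-07). Cyp3a2 read close to the lowest level called detected in cadaveric liver, so its fold rests on values near background. In isolated hepatocytes, Cyp4b1, a fatty acid and xenobiotic hydroxylase, had a log2 fold change of -2.62 (adjusted p = 4.7e-08), Cyp7b1 was at least 3.15-fold lower (adjusted p = 2.7e-04), and Cyp2c11, a male-specific steroid hydroxylase, was higher by 2.18 (adjusted p = 3.0e-04). As a group the P450 genes were lower than in cadaveric liver on day 2 (camera, adjusted p = 1.0e-04, and adjusted p = 0.201 with an estimated correlation) and on day 28 (adjusted p = 0.0027, and adjusted p = 0.327 with an estimated correlation), with no call in hepatocytes (adjusted p = 0.377).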

### Recellularization of the caudate lobes of acellular rat liver scaffolds with human liver cells

To create liver constructs containing human liver cells, we used a strategy similar to that used for recellularization with rat hepatocytes. Decellularized rat liver caudate lobes were isolated, and twenty million human liver cells were perfused via the portal vein (Fig 5A). Twenty million human liver cells were used to allow direct comparison with rat liver cell recellularization experiments. The human cell constructs were maintained in culture for 28 days. The histologic findings for the liver constructs recellularized with human liver cells for 28 days resembled those for the constructs recellularized with rat liver cells: the cells were retained on the scaffolds and increased reticulin staining was seen surrounding the cells (Fig 5C). Furthermore, like with rat cells, at 28 days after recellularization with human cells, no TUNEL-positive staining was detected, whereas PCNA-positive cells that resembled both hepatocytes and non-parenchymal cell were observed, indicating cell survival, engraftment and proliferation over the month period (S5A Fig). Cell survival was also confirmed by examining G6PDH activity in the cell culture medium. Like the trend observed in AST data for the scaffolds recellularized with rat cells (Fig 3C), the scaffolds recellularized with human liver cells showed an initial increase in G6PDH activity, followed by a decrease and then stabilization in activity (S5B Fig).

**Fig 5:**
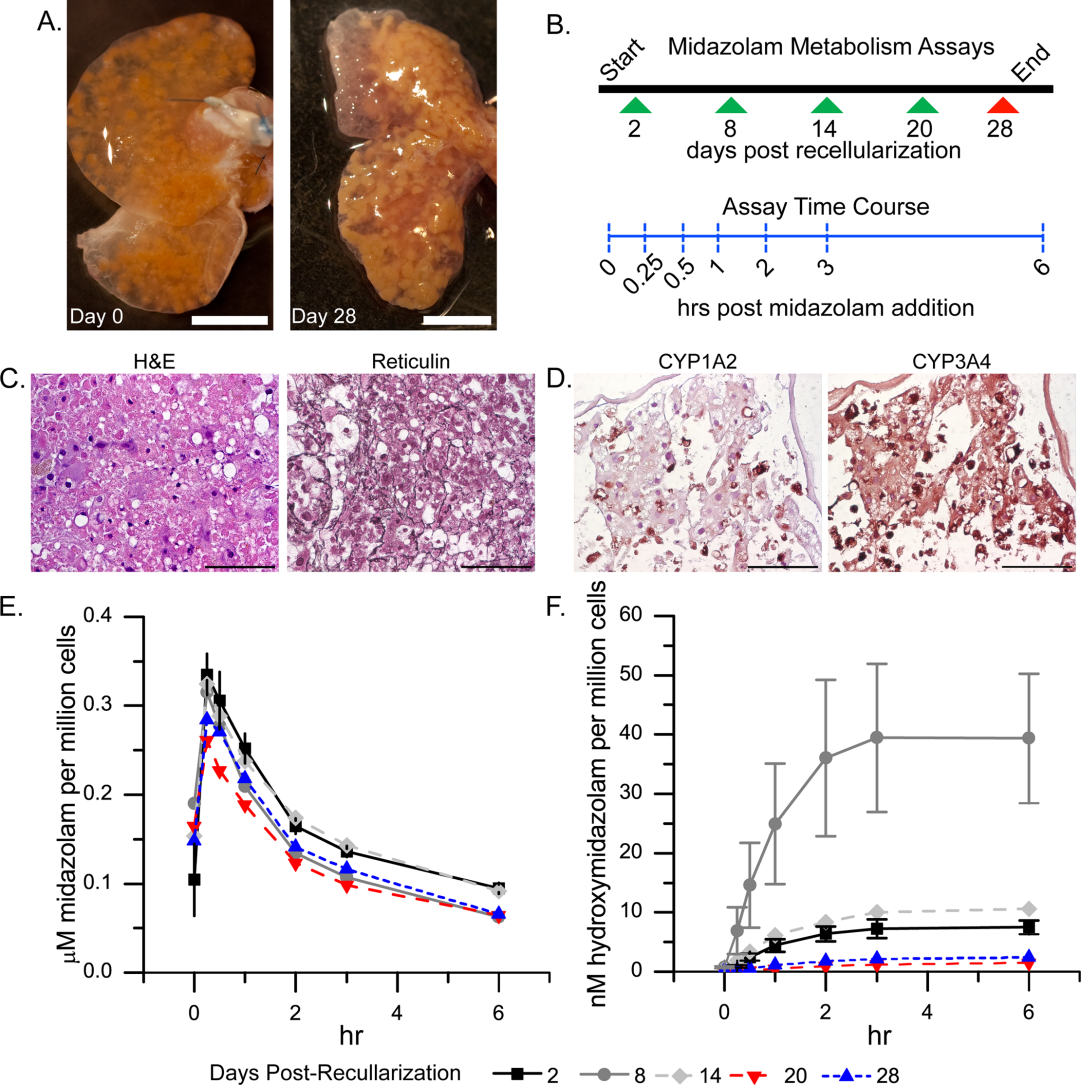
Midazolam drug metabolism over 28 days in rat liver scaffolds recellularized with twenty million human liver cells. (A) Images showing liver scaffolds immediately (day 0) after recellularization and 28 days later. (B) Schematic showing when midazolam metabolism was assayed (arrowheads) and the sampling times during the assay (vertical dashed blue lines). (C) Hematoxylin and eosin (H&E) and reticulin staining 28 days after liver scaffolds were recellularized with human cells. (D) Immunostaining for CYP1A2 and CYP3A4 at day 28 post-recellularization. Scale bars represent 0.5 cm (A) or 100 microns (C and D). (E, F) Metabolism of midazolam (E) and appearance of the metabolite hydroxymidazolam (F). Values shown are the average for 4 constructs. Error bars show the standard error of the mean.

### Functional assessment of liver scaffolds recellularized with human liver cells

Cell function was monitored for 28 days after rat liver constructs were recellularized with twenty million human liver cells. These scaffolds retained liver-like function: albumin production peaked at day 12 (S5C Fig); whereas urea concentration initially decreased and then stabilized after 2 weeks (S5D Fig). Furthermore, CYP1A2 and CYP3A4 expression patterns were similar to those observed for the scaffolds recellularized with rat liver cells; at 28 days post-recellularization, CYP1A2 was expressed heterogeneously and sparsely, whereas CYP3A4 was expressed more homogenously (Fig 5D).

To determine CYP activity, capacity of the constructs recellularized with twenty million human liver cells to metabolize midazolam was quantified over a 28-day period. On days 2, 8, 14, 20, and 28 post-recellularization, 10 mL of midazolam-containing medium (non-oxygenated) was circulated through the portal vein of the constructs at a rate of 1 mL/min for 6 hours (Fig 5B and S3C Fig). Perfusate samples were collected from the outlet of the bioreactor at 0, 0.25, 0.5, 1, 2, 3, and 6 hours after midazolam administration and analyzed to determine the concentrations of midazolam and one of its metabolites, hydroxymidazolam. There was an initial lag in the midazolam concentration before it reached a maximum because the bolus of midazolam-containing medium first had to wash out the latent midazolam-free culture medium from the liver lobes. After the maximum concentration was reached, the concentration began to decrease (Fig 5E). The highest concentration of hydroxymidazolam was seen on day 8 after recellularization, whereas the lowest hydroxymidazolam concentrations were seen on days 20 and 28 after recellularization (Fig 5F). There was a statistically significant decrease in the average maximum in midazolam concentration in the cell culture medium on day 20 after recellularization, as compared to the midazolam concentration on the second and fourteenth days of cell culture. In addition, the area under the curve (AUC) for midazolam disappearance was significantly lower on days 8, 20 and 28 after recellularization than on days 2 and 14 (Table 2). However, the average time for eliminating half of the midazolam did not show a statistically significant change during the study (Table 2). These results indicate that the liver constructs maintained their ability to metabolize midazolam throughout the 28-day culture period. The trend of reduced AUC could be attributed to increased hepatocyte number; however, if that were the case, then there should be a continued reduction in the AUC. Instead, there was no significant difference among days 8, 20, and 28 with regards to the AUC. In addition, increased hepatocyte number would not explain the observed dynamics in hydroxymidazolam appearance (Fig 5F).

**Table 2:** Midazolam pharmacokinetics in rat liver scaffolds recellularized with human hepatocytes.

Day	C_max_ (μM)	t_1/2_ (hr)	AUC (μM hr per million cell)
2	6.21 ± 0.40	1.97 ± 0.35	0.96 ± 0.09
8	5.75 ± 0.16	1.35 ± 0.13	0.78 ± 0.05**
14	5.90 ± 0.20	2.03 ± 0.17	0.96 ± 0.08
20	4.76 ± 0.06*	1.61 ± 0.08	0.71 ± 0.03**
28	5.25 ± 0.25	1.78 ± 0.21	0.81 ± 0.04**

Data are shown as mean ± SEM. N = 4 constructs per time point.

*C_max_ on day 20 was statistically significant, as compared to those on days 2 and 14 (*P*<0.05).

**Average AUC on days 8, 20 and 28 were statistically significant, as compared to those on days 2 and 14 (*P*<0.05).

AUC, area under the curve; C_max_, maximum concentration of midazolam; t_1/2_, the half life of midazolam in the media.

### Temporal changes in the phenotype of liver constructs recellularized with rat liver cells

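Between day 2 (n = 4) and day 28 (n = 3), Tnnt2 had the largest increase and RT1-A2 the largest decrease. Tnnt2, which encodes cardiac troponin T, was not above background on day 2 and was at least 386-fold higher on day 28 (adjusted p = 7.0e-06). Spp1, the gene of the phosphoprotein osteopontin, was at least 227-fold higher (adjusted p = 9.3e-07) and Ccn3, a secreted matricellular protein, at least 150-fold higher (adjusted p = 1.5e-05). Fam180a rose by a log2 fold change of 8.59 (standard error 0.71, adjusted p = 5.3e-06), Lpl, the lipoprotein lipase gene, by 8.05 (standard error 0.60, adjusted p = 3.3e-06), Sparc, a collagen-binding matrix protein, by 8.04 (standard error 0.63, adjusted p = 4.3e-06) and Lgals1, which encodes galectin-1, by 7.67 (standard error 0.70, adjusted p = 8.4e-06). RT1-A2, a class I major histocompatibility gene, was not above background in any day 28 construct and was at least 140-fold lower than on day 2 (adjusted p = 3.3e-12). It was also not above background in 1 of 4 hepatocyte preparations. Derl3, a factor of endoplasmic reticulum degradation, fell by 3.68 (standard error 0.46, adjusted p = 6.1e-05) on the log2 scale, and Ces1d, a carboxylesterase, by 3.66 (standard error 0.33, adjusted p = 7.5e-06). Of 8283 genes tested, 4738 changed between day 2 and day 28, 1844 higher and 2894 lower, of which 924 and 467 changed at least 2-fold. Across days 2, 15 and 28, 4943 genes changed by limma's F test at an adjusted p under 0.05.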

To further assess temporal changes in the phenotype of our liver constructs recellularized with twenty million rat liver cells, we clustered the microarray data from days 2, 15, and 28 post-recellularization. A gene ontology analysis was performed on the expression data from these clusters (Fig 6). Six distinct clusters were generated, with each cluster containing between 600 and 4000 genes. 

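Genes that were highest on day 2, lower on day 15 and lowest on day 28 made up the largest group, 2173 genes with RT1-A2 among them. Genes with the opposite order, such as Cyp3a2 and the actin-severing protein gene Gsn, came next with 1308. A further 778 genes, among them the stearoyl-CoA desaturase gene Scd2, were lowest on day 2 and highest on day 15, and 738, with the mitochondrial import gene Timm8a1, were highest on day 2 and lowest on day 15. The smallest groups were 264 genes highest on day 15 and lowest on day 28, such as the class I gene RT1-CE16, and 101 genes lowest on day 15 and highest on day 28, such as the gap junction gene Gja5. These 5362 genes passed limma's F test at an unadjusted p under 0.05, over 4, 4 and 3 constructs, and were grouped by the order of their 3 day means, which yields 6 orders, numbered as the paper numbers its clusters. At an adjusted p under 0.05, orders 1 to 6 held 76, 715, 681, 1245, 216 and 2010 genes. With cosine k-means in place of the order of means, order 1 held 665 genes and order 5 held 468. With day 15 replicates 1 and 2 alone, a choice made after the data were seen, these orders held 65 and 117 genes, and with replicates 3 and 4 alone 229 and 531.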

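Among genes lowest on day 15 and highest on day 28, Gja5, an endothelial gap junction connexin, had mean log2 intensities of 5.54 ± 0.37, 5.19 ± 0.24 and 9.17 ± 0.73 (SD, n = 4, 4 and 3) on days 2, 15 and 28 (adjusted p = 4.6e-06 from limma's F test). Akr1c13, an aldo-keto reductase, read 9.28 ± 0.19, 8.41 ± 0.25 and 11.15 ± 0.77 (adjusted p = 4.8e-05), and RT1-DMa, a class II peptide-loading gene, 7.80 ± 0.50, 7.13 ± 0.36 and 9.53 ± 0.42 (adjusted p = 1.3e-04). Both were chosen after their values were seen, as leading genes of their order. Lysosome genes were mostly higher on day 28 than on day 2: of 53 tested, 30 were higher and 5 lower (31 and 5 adjusted over the list alone; camera, adjusted p = 1.7e-05, and adjusted p = 0.313 with an estimated correlation). Ctsd, the protease cathepsin D, had a log2 fold change of 1.34 (standard error 0.11, adjusted p = 6.3e-06), Npc2, a cholesterol carrier, of 1.45 (standard error 0.13, adjusted p = 8.0e-06) and Asah1, acid ceramidase, of 1.43 (standard error 0.14, adjusted p = 1.2e-05). Of lysosome genes that passed the F test, 1 of 39 had the order of Gja5, while 20 of 39 rose from day 2 to day 28 through day 15 (Fisher's exact test, adjusted p = 0.0032). Fisher's test takes genes as independent, so its p-values here and below do not measure the spread between constructs. Among Kupffer cell and macrophage genes 3 of 7 had the order of Gja5 (Fisher's exact test, odds ratio 40.1, adjusted p = 0.0032). Over 100 splits of the constructs, 18 gave this order as many genes, so chance was not excluded for its count. Golgi genes split, with 6 of 45 higher and 14 lower (5 and 14 adjusted over the list alone), among them Kdelr3, a retrieval receptor, at 2.54 (adjusted p = 4.8e-05) and Man1a2, a mannosidase, at -1.04 (adjusted p = 2.1e-05). Of 51 genes that regulate cell death, 13 were higher and 14 lower (13 and 14 adjusted over the list alone). Bok, a proapoptotic BCL2 family member, rose by a log2 fold change of 4.20 (adjusted p = 3.4e-06), Casp1, the inflammatory caspase, by 4.18 (adjusted p = 1.9e-05), and Aven, an apoptosis inhibitor, fell by 1.03 (adjusted p = 2.3e-05). Neither the Golgi genes (adjusted p = 0.938) nor the cell death genes (adjusted p = 0.647) passed camera as a group.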

Cluster 1, which represented genes that were significantly decreased on day 15 and increased on day 28, included genes associated with vacuoles, lysosomes, the Golgi apparatus, and regulation of cell death. 

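Scd2, a desaturase that makes monounsaturated fatty acids, was lowest on day 2 and highest on day 15, with mean log2 intensities of 6.23 ± 0.12, 13.27 ± 0.34 and 12.85 ± 0.18 (SD, n = 4, 4 and 3) on days 2, 15 and 28 (adjusted p = 2.9e-10 from limma's F test). The same order was seen for Ckb, the brain-type creatine kinase, at 4.46 ± 0.03, 8.39 ± 0.19 and 8.14 ± 0.40 (adjusted p = 7.3e-08), and for Anxa5, a phospholipid-binding annexin, at 8.18 ± 0.08, 11.09 ± 0.25 and 10.28 ± 0.33 (adjusted p = 8.7e-07), both picked after their values were seen. Genes of receptor tyrosine kinase signaling were more often higher than lower on day 28 against day 2, where of 54 tested 26 were higher and 9 lower (26 and 9 adjusted over the list alone). Camera passed this group (adjusted p = 0.0017, and adjusted p = 0.0969 with an estimated correlation). Pdgfra, a receptor for platelet-derived growth factor, rose at least 4.40-fold (adjusted p = 1.8e-05). Its ligand Pdgfa had a log2 fold change of 1.78 (standard error 0.16, adjusted p = 9.1e-06), the phospholipase Plcg2 of 1.89 (standard error 0.17, adjusted p = 7.0e-06) and the phosphatase Ptpn11 of -1.29 (standard error 0.12, adjusted p = 8.1e-06). Of the signaling genes that passed the F test, 8 of 41 had the order of Scd2 (Fisher's exact test, adjusted p = 0.744) and 20 of 41 were lowest on day 2 and highest on day 28 (adjusted p = 0.0077). Small GTPases split evenly: of 74, 21 were higher and 20 lower (21 and 20 adjusted over the list alone; camera, adjusted p = 0.216), with Rhoc at 2.02 (adjusted p = 8.6e-06) and Rab9a at -0.90 (adjusted p = 5.3e-05). The lists enriched in the order of Scd2 were hepatocyte plasma proteins (8 of 14 genes, adjusted p = 0.0032), drug metabolism enzymes other than P450s and glucuronosyltransferases (12 of 25, adjusted p = 0.0012), cholesterol biosynthesis (7 of 15, adjusted p = 0.0242), and cholangiocyte and progenitor markers (6 of 13, adjusted p = 0.0476).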

Cluster 2, which represented genes that were significantly decreased on day 2 and increased on day 15, included genes involved in enzyme-linked receptor protein signaling pathways, transmembrane receptor proteins, tyrosine kinase signaling pathways, and small GTPase-mediated signal transduction pathways. 

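Genes of cytosolic ribosomal proteins were mostly highest on day 2 and lowest on day 15. Of 61 tested, 39 were lower and 1 was higher on day 15 (n = 4) than on day 2 (n = 4; 39 and 1 adjusted over the list alone), with a median log2 fold change of -0.30 (camera, adjusted p = 1.7e-05, and adjusted p = 0.437 with an estimated correlation). Of those that passed the F test, 34 of 43 were highest on day 2 and lowest on day 15 (Fisher's exact test, odds ratio 24.7, adjusted p = 1.2e-19). Between day 2 and day 28, Rpl5 fell by 1.01 (standard error 0.13, adjusted p = 7.5e-05) and Rpl3 by 0.73 (standard error 0.08, adjusted p = 2.0e-05) on the log2 scale, while Rpl15 rose by 1.39 (standard error 0.17, adjusted p = 4.7e-05). Mitochondrial ribosomal proteins were lower on day 28 (n = 3) in 50 of 60 genes and higher in 1 (51 and 1 adjusted over the list alone; camera, adjusted p = 1.7e-07, and adjusted p = 0.456 with an estimated correlation). They followed the order day 2, day 28, day 15 in 16 of 53 genes (adjusted p = 0.0173) and the order day 2, day 15, day 28 in 36 (adjusted p = 0.0011). In oxidative phosphorylation, 28 of 65 genes were lower and 4 higher on day 28 than on day 2 (25 and 4 adjusted over the list alone), among them the complex I assembly factors Ndufaf1 at -1.64 (adjusted p = 3.2e-05) and Ndufaf4 at -1.34 (adjusted p = 5.9e-06), with no call from camera (adjusted p = 0.0886). Of 27 acetyltransferases and deacetylases, 7 were higher and 7 lower (7 and 7 adjusted over the list alone; camera, adjusted p = 0.624), with the N-terminal acetyltransferase Naa50 at -0.95 (adjusted p = 5.8e-06) and the histone deacetylase Hdac2 at 0.53 (adjusted p = 8.6e-04). Timm8a1, an import chaperone of the mitochondrial intermembrane space chosen after its values were seen, read 8.97 ± 0.10, 7.32 ± 0.17 and 7.45 ± 0.09 on days 2, 15 and 28 (SD; adjusted p = 1.4e-06). Pericentral markers (5 of 10, adjusted p = 0.0482) and genes of fatty acid oxidation (6 of 12, adjusted p = 0.0242) were also enriched among genes highest on day 2 and lowest on day 15.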

Cluster 3, which represented genes that were significantly increased on day 2 and significantly decreased on day 15, had the most genes, including those associated with mitochondria, acetylation, and ribosomes. This suggests that the cells in the liver constructs showed changes in oxidative phosphorylation, gene transcription, and protein modifications, including epigenetic changes, which may be associated with changes in gene expression. Cluster 4, which represented genes that were significantly decreased on day 2 but significantly increased on day 28, included genes associated with the extracellular matrix, regulation of cell proliferation, glycoproteins, response to wound healing, and cell adhesion. 

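Genes of the extracellular matrix were mostly lowest on day 2 and highest on day 28. Of matrix structure genes that passed the F test, 33 of 41 had this order (Fisher's exact test, odds ratio 13.1, adjusted p = 6.8e-12), as did 27 of 32 genes of matrix remodeling (adjusted p = 1.1e-10), 14 of 15 stellate cell and myofibroblast markers (adjusted p = 1.9e-06) and 12 of 15 genes of hypoxia and glycolysis (adjusted p = 2.7e-04). On day 28 (n = 3) 37 of 50 matrix structure genes were higher and 4 lower than on day 2 (n = 4; 37 and 5 adjusted over the list alone), with a median log2 fold change of 3.23, or 2.94 with genes not above background at their bound (camera, adjusted p = 4.1e-09, and adjusted p = 0.436 with an estimated correlation). Lum, the collagen-binding proteoglycan lumican, rose at least 6.19-fold (adjusted p = 9.4e-07), and Prelp, a related proteoglycan, rose by a log2 fold change of 5.41 (standard error 0.48, adjusted p = 7.1e-06). In matrix remodeling, 29 of 47 genes were higher and 2 lower (29 and 2 adjusted over the list alone; camera, adjusted p = 7.9e-09, and adjusted p = 0.436 with an estimated correlation). Adamts1, a metalloprotease that cleaves proteoglycans, rose by 6.42 (standard error 0.60, adjusted p = 1.0e-05). Loxl1, which crosslinks elastin, rose at least 16.6-fold (adjusted p = 7.8e-06), and Pcolce, an enhancer of collagen processing, rose at least 34.2-fold (adjusted p = 1.0e-05). Of 20 genes of hypoxia and glycolysis, 13 were higher and 0 lower (13 and 0 adjusted over the list alone; camera, adjusted p = 3.8e-05, and adjusted p = 0.639 with an estimated correlation). Pfkp, the platelet phosphofructokinase, rose by 5.07 (standard error 0.40, adjusted p = 4.5e-06) and the vasodilator peptide gene Adm by 3.24 (standard error 0.34, adjusted p = 2.0e-05). Gsn, which encodes the actin-severing protein gelsolin and was chosen after its values were seen, read 5.23 ± 0.10, 7.71 ± 0.10 and 7.99 ± 0.30 on days 2, 15 and 28 (SD; adjusted p = 1.8e-07).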

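RT1-CE16, a class I major histocompatibility gene, led the genes that were highest on day 15 and lowest on day 28, at 6.99 ± 0.13, 7.11 ± 0.25 and 4.47 ± 0.09 (mean log2 intensity ± SD, n = 4, 4 and 3) on days 2, 15 and 28 (adjusted p = 5.3e-07 from limma's F test). It was not above background in any day 28 construct and was at least 4.70-fold lower than on day 15 (adjusted p = 1.2e-06). Slc3a1, a subunit of the cystine transporter, read 5.89 ± 0.41, 6.55 ± 0.25 and 4.83 ± 0.23 (adjusted p = 1.8e-04), and Cdkn2b, a cell cycle inhibitor chosen after its values were seen, 4.76 ± 0.16, 5.54 ± 0.29 and 4.39 ± 0.03 (adjusted p = 1.6e-04). DNA repair genes were lower on day 28 than on day 2: of 54 tested, 30 were lower and 3 higher (31 and 3 adjusted over the list alone; camera, adjusted p = 0.0011, and adjusted p = 0.453 with an estimated correlation). Ung, which removes uracil from DNA, fell by 1.66 (standard error 0.11, adjusted p = 1.9e-06) on the log2 scale, Mre11, a nuclease of double-strand break repair, by 1.55 (standard error 0.11, adjusted p = 3.3e-06), and the DNA glycosylases Tdg and Nthl1 by 1.15 (standard error 0.09, adjusted p = 4.5e-06) and 1.16 (standard error 0.12, adjusted p = 1.8e-05). Of the repair genes that passed the F test, 1 of 38 was highest on day 15 and lowest on day 28, 23 were highest on day 2 and lowest on day 28, and 0 had the reverse of that order (Fisher's exact test, adjusted p = 1, 0.107 and 7.3e-04).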

Cluster 5, which represented genes that were increased on day 15 and decreased on day 28, included genes involved in nucleotide binding, ATP binding, DNA repair, and DNA metabolic processes. 

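RNA processing genes fell over the culture period. Of 123 tested, 92 were lower and 8 higher on day 28 (n = 3) than on day 2 (n = 4; 92 and 8 adjusted over the list alone; camera, adjusted p = 1.7e-07, and adjusted p = 0.436 with an estimated correlation). Srsf10, a splicing factor, fell by 1.55 (standard error 0.09, adjusted p = 9.3e-07) on the log2 scale, Utp14a, which processes ribosomal RNA, by 1.44 (standard error 0.11, adjusted p = 3.4e-06), and the RNA helicase gene Ddx39a by 1.38 (standard error 0.13, adjusted p = 1.1e-05). Of these genes, 60 of 102 were highest on day 2 and lowest on day 28 (Fisher's exact test, adjusted p = 0.0032), and 34 were lowest on day 15 instead (adjusted p = 1.6e-05). Genes of cholesterol biosynthesis peaked on day 15. Of 19 tested, 10 were higher and 1 was lower on day 15 than on day 2 (11 and 1 adjusted over the list alone; camera, adjusted p = 0.0082, and adjusted p = 0.689 with an estimated correlation), and 6 were then lower and 0 higher on day 28 than on day 15 (12 and 0 adjusted over the list alone; camera, adjusted p = 1.7e-05, and adjusted p = 0.482 with an estimated correlation). Over both steps Stard4, a sterol carrier, stood at a log2 fold change of -1.58 (standard error 0.18, adjusted p = 3.9e-05) and the sterol reductase Tm7sf2 at 1.17 (standard error 0.22, adjusted p = 1.0e-03). Among the cholesterol genes, 6 of 15 were highest on day 15 and lowest on day 28 (adjusted p = 9.4e-04) and 2 were highest on day 2 and lowest on day 28 (adjusted p = 0.173). Over 100 splits of the constructs, 6 gave the first of these orders as many genes, so chance was not excluded for its count. Of 103 genes of ubiquitin and the proteasome, 29 were lower and 11 higher on day 28 (28 and 11 adjusted over the list alone; camera, adjusted p = 0.733), with the deubiquitinase Usp15 at -1.47 (adjusted p = 5.6e-06) and the conjugating enzyme Ube2q2 at -0.96 (adjusted p = 2.0e-05).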

Lastly, cluster 6, which represented genes that were significantly increased on day 2 and decreased on day 28, included genes involved in RNA processing, regulation of cholesterol biosynthetic processes, and ubiquitin-associated pathways.

**Fig 6:**
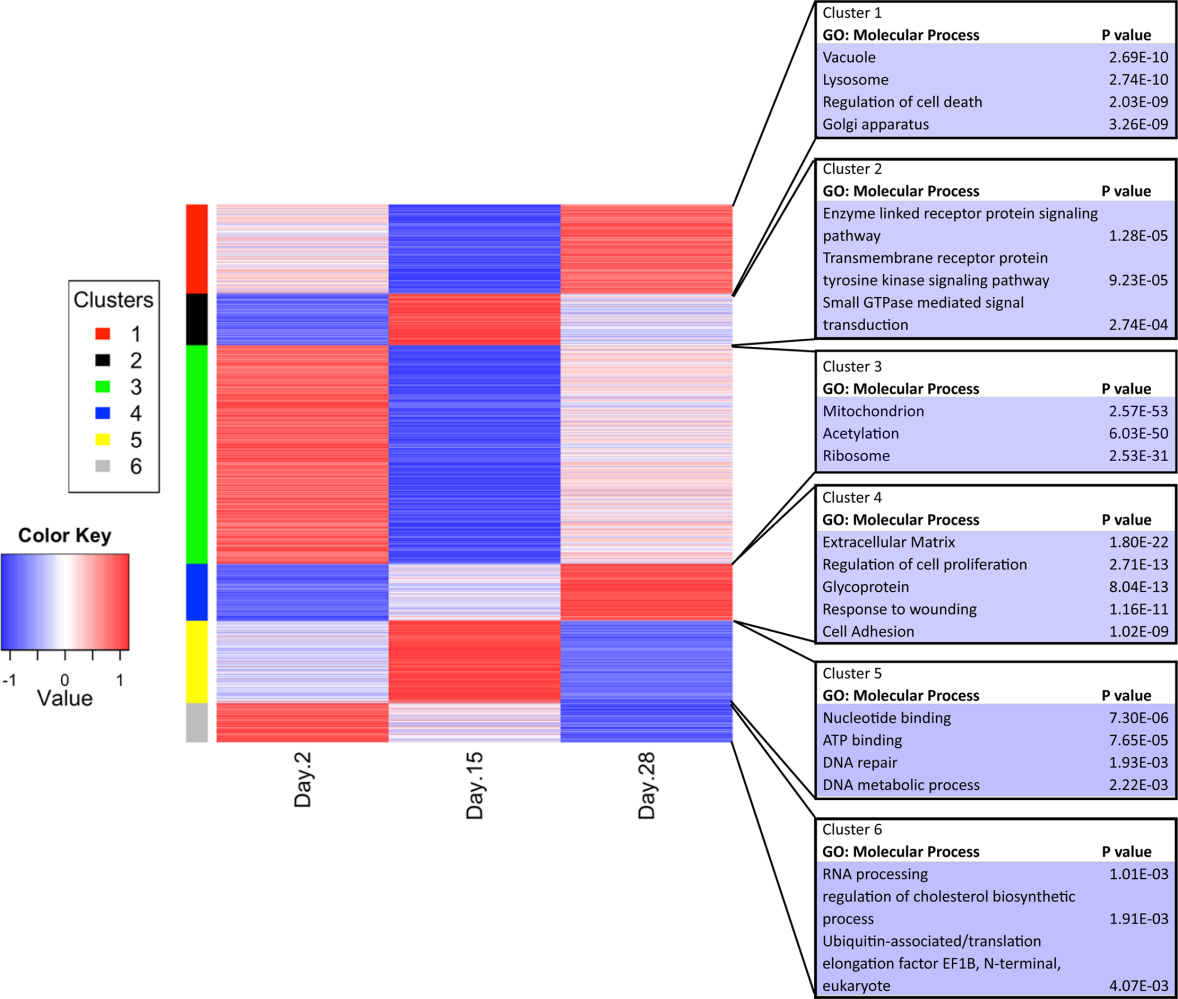
Heat map showing gene expression levels (z-scores) on days 2, 15, and 28 after recellularization with twenty million rat liver cells and clustering of microarray data.

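Drug metabolism genes were found in most expression orders. Cyp2b15, a phenobarbital-inducible P450, rose from day 2 (n = 4) to day 28 (n = 3) by a log2 fold change of 1.99 (standard error 0.36, adjusted p = 6.7e-04). Cyp2c24, chosen after its values were seen, was highest on day 15, with a rise of 1.98 (standard error 0.23, adjusted p = 5.5e-05) from day 2 and a fall of 0.97 (standard error 0.25, adjusted p = 0.0359) to day 28. The fatty acid hydroxylase gene Cyp4a1 was lowest on day 15, at a log2 fold change of -1.63 (standard error 0.21, adjusted p = 1.2e-04) from day 2. Cyp2c12, a female-specific steroid hydroxylase, fell by 1.55 (standard error 0.24, adjusted p = 2.8e-04) from day 2 to day 28. Of the 51 entries of S1 Table, 46 had a probe, 44 were tested and 41 passed limma's F test at an unadjusted p under 0.05. These were 14 entries lowest on day 2 and highest on day 28, 10 with the opposite order, 9 highest on day 2 and lowest on day 15, 5 highest on day 15 and lowest on day 28, 3 lowest on day 2 and highest on day 15, and 0 lowest on day 15 and highest on day 28. The study chose this list on the same samples, so these counts are not independent evidence of a change. Of 31 other drug metabolism enzymes, listed before the data were examined, 12 were higher and 10 lower on day 28 than on day 2 (12 and 10 adjusted over the list alone; camera, adjusted p = 0.256). From day 2 to day 15 the list had 14 higher and 6 lower (15 and 7 adjusted over the list alone; camera, adjusted p = 0.034, and adjusted p = 0.689 with an estimated correlation), and from day 15 to day 28 it had 1 higher and 3 lower (1 and 8 adjusted over the list alone; camera, adjusted p = 0.0203, and adjusted p = 0.677 with an estimated correlation). Between day 2 and day 28 the alcohol dehydrogenase Adh4 stood at -1.27 (adjusted p = 1.8e-05) and the carboxylesterase Ces1e at -1.94 (adjusted p = 3.4e-05).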

Genes important for drug metabolism were present in each cluster (S1 Table). In S2 Table, we list the genes that showed at least a 2-fold increase in expression between day 2 and day 15 (*P*<0.05) and between day 15 and day 28 (*P*<0.05). These genes included extracellular matrix proteins and extracellular matrix remodeling proteins, such as *Igfbp3*, *Mxra8*, *Col3a1*, *Col6a1*, *Bgn*, *Timp2*, *Ogn*, *Snal1*, *Gfpt2*, *Asah3l*, *P4ha1*, *Reck*, *Nrp1*, *Ltbp3*, *Cxcl12*, *Adamsts2*, *Ramp1*, and *Eno2*. Some of these genes have been found to be upregulated in liver fibrosis models. In addition, several of the genes that showed an increase over time have been found to be upregulated in partial hepatectomy liver regeneration models, including *Gja*, *Mgp*, and *Ptprd*. 

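Tnnt2 and Scd2 rose most between day 2 (n = 4) and day 15 (n = 4), and Akr1c2 and Prl8a2 between day 15 and day 28 (n = 3). Scd2 rose by 7.04 (standard error 0.16, adjusted p = 4.0e-10) on the log2 scale at the earlier step. Col1a2, a type I collagen chain, rose by a log2 fold change of 6.57 (standard error 0.67, adjusted p = 2.4e-05) at the earlier step, Col8a1, a type VIII chain, by 6.47 (standard error 0.67, adjusted p = 2.7e-05) and Fstl1, a secreted glycoprotein, by 6.10 (standard error 0.55, adjusted p = 1.2e-05). The largest decreases at this step, besides Cyp7a1 and Cyp2e1, included Il1r2, the interleukin-1 decoy receptor, at -2.49 (adjusted p = 3.4e-04) and Ces1c, a carboxylesterase, at -2.37 (adjusted p = 1.0e-04). At the later step Akr1c2 rose by 4.89 (standard error 0.22, adjusted p = 4.9e-07), Prl8a2, a placental prolactin family hormone, by 4.74 (standard error 0.61, adjusted p = 0.0014), Rgs4, a regulator of G protein signaling, by 4.19 (standard error 0.76, adjusted p = 0.0099) and Thbs4, the matrix glycoprotein thrombospondin-4, by 4.07 (standard error 0.44, adjusted p = 4.9e-04). Pcp4, a calmodulin-binding peptide, fell by 2.60 (standard error 0.30, adjusted p = 6.6e-04) and Apoa2, an apolipoprotein of high-density lipoprotein, by 1.67 (standard error 0.39, adjusted p = 0.0252). In all, 4063 of 8283 genes changed between day 2 and day 15 (1769 higher, 2294 lower) and 761 between day 15 and day 28 (362 higher, 399 lower, or 367 and 230 with median scaling in place of quantile normalization). At a fitted 2-fold change and an unadjusted limma p under 0.05 at each step, 187 genes rose at both. They held 57 of the 58 genes of S2 Table that have a probe, a list the study chose on these samples. The later step gave 235 to 1244 genes when single constructs were left out, 347 with the replicate number as a block, and 230 or 1834 with day 15 replicates 1 and 2 alone or 3 and 4 alone, a choice made after the data were seen. The genes raised at both steps then numbered 68 or 160, and 118 without day 28 replicate 1.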

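Igfbp3, a binding protein of insulin-like growth factors, rose at least 9.49-fold (adjusted p = 6.4e-05) from day 2 (n = 4) to day 15 (n = 4) and by a further log2 fold change of 4.08 (standard error 0.46, adjusted p = 6.6e-04) to day 28 (n = 3). Col6a1, a type VI collagen chain, had log2 fold changes of 4.00 (standard error 0.66, adjusted p = 5.3e-04) and 2.69 (standard error 0.72, adjusted p = 0.041) at the earlier and later steps, Bgn, the proteoglycan biglycan, of 3.20 (standard error 0.54, adjusted p = 5.7e-04) and 2.05 (standard error 0.58, adjusted p = 0.0496) and Reck, a membrane-bound protease inhibitor, of 2.66 (standard error 0.49, adjusted p = 9.8e-04) and 2.61 (standard error 0.52, adjusted p = 0.0154). Timp2, an inhibitor of matrix metalloproteinases, rose at least 5.01-fold (adjusted p = 3.0e-04) and then by 2.01 (standard error 0.42, adjusted p = 0.0171). Ogn, the proteoglycan osteoglycin, rose at least 3.14-fold (adjusted p = 0.024) and then by 3.30 (standard error 0.75, adjusted p = 0.0232), and Snai1, a repressor of epithelial genes, rose at least 3.57-fold (adjusted p = 0.011) and then by 2.11 (standard error 0.59, adjusted p = 0.0477). At the earlier step Mxra8, an adhesion protein, rose at least 21.5-fold (adjusted p = 8.6e-05), Col3a1, a type III collagen chain, rose at least 17.0-fold (adjusted p = 1.0e-04), and Adamts2, a procollagen protease, rose at least 13.8-fold (adjusted p = 4.8e-04). Their later changes of 2.02, 1.55 and 2.66 had adjusted p of 0.0757, 0.147 and 0.0501. Cxcl12, a chemokine of stromal cells, had log2 fold changes of 4.48 (standard error 0.64, adjusted p = 2.1e-04) and 2.98 (standard error 0.69, adjusted p = 0.0252), P4ha1, a collagen prolyl hydroxylase, of 1.33 (standard error 0.29, adjusted p = 0.0029) and 1.63 (standard error 0.31, adjusted p = 0.0129), Acer2, a ceramidase listed in the paper as Asah3l, of 1.37 (standard error 0.28, adjusted p = 0.0022) and 2.01 (standard error 0.30, adjusted p = 0.0036) and Eno2, a glycolytic enolase, of 2.83 (standard error 0.54, adjusted p = 0.0014) and 2.17 (standard error 0.59, adjusted p = 0.0438). Nrp1, a coreceptor of vascular growth factors, changed by 2.76 (standard error 0.61, adjusted p = 0.0206) at the later step, while its earlier 1.27 had an adjusted p of 0.0806. Gfpt2, an enzyme of hexosamine synthesis, rose at least 1.91-fold (adjusted p = 0.0011) and then by 1.21 (standard error 0.28, adjusted p = 0.0233), and Ramp1, a receptor modifying protein, rose at least 14.3-fold (adjusted p = 2.1e-04) and then by 2.53 (standard error 0.66, adjusted p = 0.0387). Ltbp3 had no probe of that name. Of 50 matrix structure genes, 28 were higher and 4 lower at the earlier step (29 and 4 adjusted over the list alone; camera, adjusted p = 3.3e-06, and adjusted p = 0.456 with an estimated correlation), and 13 and 2 at the later one (17 and 3 adjusted over the list alone; camera, adjusted p = 1.7e-07, and adjusted p = 0.453 with an estimated correlation). Their mean log2 intensity in day 15 replicates 1 to 4 was 8.07, 8.36, 7.02 and 6.78, against 5.67 to 5.78 on day 2 and 8.41 to 8.85 on day 28.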

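Gja1, which encodes the gap junction connexin found in stellate and progenitor cells, had mean log2 intensities of 5.51 ± 0.79, 10.34 ± 1.49 and 12.92 ± 0.26 (SD, n = 4, 4 and 3) on days 2, 15 and 28. Its log2 fold change was 4.83 (standard error 0.62, adjusted p = 1.1e-04) and 2.57 (standard error 0.67, adjusted p = 0.0387) at the earlier and later steps. Mgp, the matrix Gla protein that inhibits calcification, read 4.87 ± 0.43, 9.24 ± 1.70 and 13.15 ± 0.26 on the same days, with log2 fold changes of 4.37 (standard error 0.65, adjusted p = 2.6e-04) and 3.92 (standard error 0.70, adjusted p = 0.0091). The day 15 constructs differed in Mgp, at 10.59, 10.79, 8.10 and 7.46 in replicates 1 to 4. S2 Table gives the symbol Mgp with the description of a DNA glycosylase, so which gene the study measured under it is unclear. No probe carried the name Ptprd.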

Other genes found to be upregulated included those associated with cell proliferation and regulation of hepatic carcinomas, such as *Emilin1*, *Mmp23b*, *Tmem255b*, *Abi3bp*, *Gpc3*, *Lpar1*, *Efemp2*, *Ogn*, and *Snal*. In contrast, very few genes showed at least a 2-fold significant decrease in expression between day 2 and day 15 and between day 15 and day 28. These gene are listed in the S3 Table.

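Gpc3, a cell surface proteoglycan of fetal liver and hepatocellular carcinoma, had log2 fold changes of 5.05 (standard error 0.72, adjusted p = 2.0e-04) and 2.60 (standard error 0.78, adjusted p = 0.0599) from day 2 (n = 4) to day 15 (n = 4) and from day 15 to day 28 (n = 3), so that only the earlier one passed after adjustment. Lpar1, a receptor for lysophosphatidic acid, rose at least 8.80-fold (adjusted p = 7.1e-04) and then by 2.73 (standard error 0.67, adjusted p = 0.0305). Emilin1, an elastic fiber glycoprotein, rose at least 5.39-fold (adjusted p = 0.0024) and then by 3.08 (standard error 0.65, adjusted p = 0.0177). Mmp23, a membrane-anchored metalloproteinase, rose at least 3.41-fold (adjusted p = 0.015), and its later change of 2.42 had an adjusted p of 0.0666. From day 2 to day 28, Ogn rose at least 30.8-fold (adjusted p = 1.2e-04) and Snai1 rose at least 15.4-fold (adjusted p = 1.6e-04). Abi3bp and Efemp2 had no probe of that name.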

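Mettl7b, a methyltransferase of lipid droplets, fell by 1.93 (standard error 0.38, adjusted p = 0.0016) on the log2 scale from day 2 (n = 4) to day 15 (n = 4) and by 1.82 (standard error 0.41, adjusted p = 0.022) from day 15 to day 28 (n = 3). Cyp2f4, a P450 that oxidizes naphthalene, fell by 1.00 (standard error 0.18, adjusted p = 0.001) and 1.23 (standard error 0.20, adjusted p = 0.0055). Serpina6, which encodes corticosteroid-binding globulin, fell by 2.89 (standard error 0.38, adjusted p = 1.2e-04) at the earlier step, and its later change of -1.05 had an adjusted p of 0.132. At a fitted 2-fold change and an unadjusted limma p under 0.05 at both steps, 6 genes were lowered, 5 of them at an adjusted p under 0.05. They held all 4 genes of S3 Table that have a probe, a table the study drew from these samples. Without background correction 2 genes were lowered at both steps, and with median scaling 1.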

## Discussion

In our study, we successfully decellularized rat livers using three different procedures: (1) 3.2 L of 1% SDS + 60 mL Triton X-100, (2) 6.4 L of 1% SDS + 60 mL 1% Triton X-100, and (3) 3.2 L 1% SDS + DNase treatment. Of the three perfusion decellularization methods, the third procedure produced scaffolds with the lowest amount of DNA remnants (1.54 ± 0.31%) and the highest amount of GAGs (2073.91 ± 190.2 mg per gram wet sample). This work contributes to the developing body of knowledge about decellularization protocols, which have been used to decellularize livers from a diverse array of species, including mice, rats, ferrets, rabbits, and pigs [13, 20].

In this study, we perfusion-recellularized the caudate lobes of rat livers using adult rat hepatocytes (one million or twenty million cells) or human hepatocytes (twenty million cells). Our recellularized liver constructs maintained a high degree of cellularity for up to 28 days and showed an increase in reticular fibers consisting of type III collagen. We noted an initial period of cell apoptosis, and after that, it decreased with time. By day 28 after recellularization, very few apoptotic cells were observed. In fact, hepatocytes also proliferated within the matrix with the number of PCNA-positive cells peaking at day 15 post-recellularization. We also found that decreasing the number of cells used for recellularization from twenty million to one million led to an increase in cell survival.

A functioning liver will produce albumin and urea. When rat liver cells were used in the recellularization process, albumin and urea production initially declined but stabilized at day 16 post-recellularization, for the remaining two weeks. This decline may reflect a loss in cells as evidenced by TUNEL staining over the first two weeks. Alternatively, the proliferation of cells beginning at about two weeks may have led to a calculation limitation in that activity was normalized to the number of cells actually seeded. Microarray analysis showed no change in albumin gene expression, small changes (less than 2-fold) in enzymes of the urea cycle (ie, ornithine transcarbamylase and argininosuccinate lyase), and small changes (less than 2-fold) in enzymes involved in glucose production (ie, glycogen phosphorylase, UTP glucose-1-phosphate uridylyltransferase 2, 1,4-alpha-glucan branching enzyme, and G6PDH).

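The albumin probe read near the top of the scale in the constructs, at a mean log2 intensity of 14.71 ± 0.08 (SD, n = 4) on day 2, 14.78 ± 0.08 (n = 4) on day 15 and 14.72 ± 0.06 (n = 3) on day 28. Its log2 fold change was 0.07 between days 2 and 15 and -0.05 between days 15 and 28 (exact permutation p = 0.286 and 0.371). Otc, the mitochondrial enzyme that makes citrulline, changed by 1.21 (standard error 0.30, adjusted p = 0.0062) from day 2 to day 15, and its change from day 2 to day 28 of 0.79 did not pass the test (adjusted p = 0.0547). Asl, which releases arginine in the urea cycle, changed by -0.62 (standard error 0.13, adjusted p = 0.0024) from day 2 to day 15 and by -1.32 (standard error 0.14, adjusted p = 2.2e-05) from day 2 to day 28. Among genes of glucose production, Pygl, the liver glycogen phosphorylase, changed by 0.79 (standard error 0.20, adjusted p = 0.0073) from day 2 to day 15, Ugp2, which makes UDP-glucose, by -0.46 (standard error 0.14, adjusted p = 0.0194), and Gbe1, the glycogen branching enzyme, by -1.11 (standard error 0.20, adjusted p = 8.1e-04). From day 15 to day 28 the changes were -0.05, 0.07 and 0.25 (adjusted p = 0.916, 0.807 and 0.484), and none passed. On day 28 albumin was 0.18 log2 units below the brightest gene and 43 genes lay within 0.5 log2 units of it, so the array had little room to show an increase of albumin and compresses a decrease. With 4 and 3 constructs the smallest exact p possible was 0.0286.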

When we used human hepatocytes for recellularization, we observed a peak in albumin production at day 12, whereas both urea and G6PDH production had stabilized by that time. In addition, we observed a decrease in AST activity over time, suggesting that the recellularized constructs were stable and that the hepatocytes were not significantly damaged.

Being able to model drug metabolism in vitro is important to the pharmaceutical industry. Eighty-five percent of the drugs that have been removed from the market were removed because of unforeseen drug bioactivation by the liver and subsequent hepatotoxicity [8]. In our study, we assessed liver function by measuring changes in the levels of cytochrome P450 enzymes. Enzymes in the CYP3 family are the most abundant cytochrome P450 enzymes in the liver. CYP3A4, the most abundant isoform within this family, causes 50% of the biotransformations that occur in marketed drugs [8]. In our experiments, the cytochrome P450 enzymes CYP1A2 and CYP3A4 were expressed in livers recellularized with human or rat cells, and this expression was sustained for up to 28 days. In both human cell- and rat cell-recellularized scaffolds, CYP3A4 expression increased over the 28-day period, whereas CYP1A2 expression decreased. The increase in CYP3A4 expression was most likely due to dexamethasone-induced activation of the CYP3A family of cytochrome P450 enzymes [31]. Importantly, the rat and human hepatocytes remained responsive to dexamethasone induction of cytochrome 450 expression even after 28 days in culture. We also evaluated the ability of livers recellularized with human cells to metabolize midazolam. Midazolam, an anesthetic metabolized by liver cytochrome P450 enzymes CYP3A4 and CYP3A5 [32], was added to the cell culture medium perfused through the liver constructs, and the ability of the recellularized livers to metabolize this drug was analyzed. During the experiments, we only measured one of the metabolites formed during midazolam metabolism, hydroxymidazolam. The absolute amount of midazolam that was metabolized by the recellularized livers was similar at days 2, 8, 14, and 28. We used AUC as a surrogate marker of CYP3A4/5 activity and found that by day 28 of culture, the AUC had become smaller, suggesting that CYP3A4/5 activity and the rate of midazolam metabolism had increased. This is possibly because as suggested by our cell proliferation data, the number of hepatocytes increased in this time frame. This cannot be ruled out. However, if this occurred, the cells would likely have de-differentiated to proliferate, and lost their ability to metabolize drugs. Production of the midazolam metabolite hydroxymidazolam was highest on day 8. The microarray data from the liver constructs recellularized with rat liver cells provide 2 possible explanations for this transient increase. First, this could be attributed to an overall increase in CYP3 expression. 

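By the order of their day means, Cyp3a2, Cyp3a18 and Cyp3a23-3a1 were lowest on day 2 (n = 4), intermediate on day 15 (n = 4) and highest on day 28 (n = 3), while Cyp3a9 was highest on day 2 and lowest on day 28. The step from day 15 to day 28 did not pass for Cyp3a18 (adjusted p = 0.0826) or Cyp3a9 (adjusted p = 0.533). Nor did it for Cyp3a23-3a1, which read near the top of the scale on both days (adjusted p = 0.774). The order of these genes between days 15 and 28 is therefore not settled. Cyp3a2, a drug and steroid hydroxylase, rose by a log2 fold change of 7.14 (standard error 0.36, adjusted p = 3.2e-07) over the 4 weeks and Cyp3a18, another member of the family, by 2.72 (standard error 0.31, adjusted p = 3.3e-05). Their adjusted p from limma's F test over the 3 days was 7.2e-07 and 7.1e-05, beside 0.0012 for Cyp3a23-3a1 and 0.0033 for Cyp3a9. Of CYP3A genes that passed the F test, 3 of 4 had the rising order of means (Fisher's exact test, adjusted p = 0.208).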

As suggested in cluster 1 of the microarray data, which showed a pattern of increased gene expression post-recellularization, enriched with enzymes from the CYP3 family. A second possible explanation is that UDP-glucuronosyltransferases (UGT) activity also involved in the metabolism of hydroxymidazolam, was decreased on day 8. 

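Ugt1a6, which conjugates phenols, fell by 1.44 (standard error 0.21, adjusted p = 2.5e-04) on the log2 scale from day 2 (n = 4) to day 15 (n = 4) and by 2.04 (standard error 0.23, adjusted p = 3.3e-05) from day 2 to day 28 (n = 3). It was the only one of 9 UDP-glucuronosyltransferase genes to change between days 2 and 15 (0 higher and 1 lower adjusted over the list alone). From day 15 to day 28, Ugt1a1, the bilirubin-conjugating enzyme, fell by 0.57 (standard error 0.15, adjusted p = 0.0436) and Ugt2b35 by 0.72 (standard error 0.16, adjusted p = 0.0232), so 0 were higher and 2 lower (0 and 5 adjusted over the list alone; camera, adjusted p = 0.034, and adjusted p = 0.694 with an estimated correlation). Ugt2b1, a steroid- and phenol-conjugating enzyme, was at a log2 fold change of -0.39 (standard error 0.14, adjusted p = 0.0327) on day 28 against day 2. Of the genes that passed the F test at an unadjusted p under 0.05, 3 of 6 had means highest on day 15 and lowest on day 28 (Fisher's exact test, adjusted p = 0.0186) and 0 were highest on day 2 and lowest on day 15 (adjusted p = 1). Over 100 splits of the constructs, 6 gave the first of these orders as many genes, so chance was not excluded for its count.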

In the microarray cluster analysis, UGTs, which are responsible for glucuronic acid conjugation, were enriched in cluster 3, a cluster of genes in which expression was significantly reduced on day 15, as compared to the other time points over the 28-day study period. This transient decrease in UGT expression could account for the increase in hydroxymidazolam expression observed on day 8 because a decreased rate of glucuronic acid addition would slow the metabolism of hydroxymidazolam, thereby increasing the concentration of hydrozymidazolam in the analyte. In the future, it will be important to study the interplay between culture conditions (medium and perfusion rate) and cell phenotype to create a construct with the same cytochrome P450 zonation and expression levels as those found in native liver in vivo.

Although other groups have looked at the expression levels of the cytochrome P450 genes CYP3A4, CYP2C9, and CYP1A1 in recellularized liver constructs [17], we performed microarray analysis on ~5000 genes. 

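Cyp2c12 read 14.31 ± 0.33 (mean log2 intensity ± SD) on day 2 and 12.77 ± 0.15 on day 28 (n = 4 and 3), and Cyp1a1, the aryl hydrocarbon-inducible P450, 9.76 ± 0.31 and 8.84 ± 1.09. In the 11 constructs, 8283 named genes were detected and tested, and 5362 of them, Cyp3a2 included, passed limma's F test over days 2, 15 and 28 at an unadjusted p under 0.05.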

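Hepatocyte genes moved in both directions between day 2 (n = 4) and day 28 (n = 3). Among plasma proteins, Rbp4, the retinol carrier, rose by a log2 fold change of 1.80 (standard error 0.26, adjusted p = 1.6e-04), Ahsg, the glycoprotein fetuin-A, by 0.79 (standard error 0.08, adjusted p = 2.0e-05) and F2, prothrombin, by 0.74 (standard error 0.12, adjusted p = 3.4e-04). Among regulators, Nr1i3, the constitutive androstane receptor, fell by 1.26 (standard error 0.16, adjusted p = 5.9e-05) on the log2 scale and Hnf4a, a nuclear receptor that maintains hepatocyte identity, by 0.96 (standard error 0.19, adjusted p = 0.0013). Slc25a15, the ornithine carrier of the urea cycle, fell by 1.44 (standard error 0.22, adjusted p = 2.5e-04), whereas Pck1, the cytosolic enzyme of gluconeogenesis, rose by 1.63 (standard error 0.32, adjusted p = 0.0013). Of 24 plasma protein genes, 11 were higher and 1 lower (10 and 1 adjusted over the list alone). Camera passed them (adjusted p = 0.0087, and adjusted p = 0.668 with an estimated correlation), though not when median scaling replaced quantile normalization. Of 16 hepatocyte transcription factors and nuclear receptors, 1 was higher and 10 lower (1 and 10 adjusted over the list alone; camera, adjusted p = 0.19). The urea cycle had 0 higher and 4 lower of 8 (0 and 4 adjusted over the list alone), glycogen and glucose production 3 higher and 5 lower of 13 (3 and 5 adjusted over the list alone), pericentral markers 1 higher and 4 lower of 12 (1 and 4 adjusted over the list alone) and periportal markers 4 higher and 4 lower of 15 (4 and 4 adjusted over the list alone). None of these last 4 lists passed camera between day 2 and day 28 (adjusted p = 0.408, 0.9, 0.417 and 0.728). From day 2 to day 15 the pericentral markers had 1 higher and 8 lower (1 and 8 adjusted over the list alone; camera, adjusted p = 0.034, and adjusted p = 0.318 with an estimated correlation).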

In our study, very few genes showed a continual decrease in expression over time, suggesting that the rat cells used to repopulate the liver constructs quickly reached a point of tissue homeostasis and maintained their hepatocyte phenotype rather than de-differentiating. 

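Dio1, the deiodinase that activates thyroid hormone, fell by 1.90 (standard error 0.15, adjusted p = 4.7e-06) on the log2 scale from day 2 (n = 4) to day 15 (n = 4) and by 1.09 (standard error 0.16, adjusted p = 0.003) from day 15 to day 28 (n = 3). Prss32, a trypsin-like serine protease, fell by 2.13 (standard error 0.25, adjusted p = 6.1e-05) and 1.13 (standard error 0.27, adjusted p = 0.0289), and Cesl1, a carboxylesterase that hydrolyzes esters and amides, by 1.04 (standard error 0.14, adjusted p = 1.5e-04) and 1.03 (standard error 0.15, adjusted p = 0.0033). For Dio1 the mean log2 intensity was 11.80 ± 0.19, 9.90 ± 0.11 and 8.81 ± 0.35 (SD) on days 2, 15 and 28.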

Genes that showed a 2-fold or more decrease in expression over all 3 time points included those associated with type I collagen degradation, thyroid hormone metabolism, and metabolism to produce toxins. In contrast, there were at least 65 genes that showed a statistically significant increase in expression from day 2 to day 15 and from day 15 to day 28. 

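Lpl rose by log2 fold changes of 5.41 (standard error 0.56, adjusted p = 2.5e-05) and 2.64 (standard error 0.60, adjusted p = 0.0232) at the earlier (n = 4 and 4) and later (n = 4 and 3) steps, and Fam180a, a gene of unknown function, changed by 6.54 (standard error 0.66, adjusted p = 2.3e-05) and 2.05 (standard error 0.71, adjusted p = 0.0956), the later one not passing after adjustment. Tnnt2 rose at least 137-fold (adjusted p = 1.7e-05) up to day 15, and its later change did not pass (adjusted p = 0.259). Its day 15 constructs differed, at 13.86, 13.62, 11.24 and 9.78 in replicates 1 to 4. Of the genes raised at both steps with an unadjusted limma p under 0.05, 87 also had an adjusted p under 0.05 at both, Lpl among them. Abcg1, a cholesterol exporter, had log2 fold changes of 4.62 (standard error 0.29, adjusted p = 1.7e-06) and 0.77 (standard error 0.32, adjusted p = 0.148). Its later change had an unadjusted limma p of 0.0328 but was 1.71-fold. Abcg1 was thus left out of the genes raised at both steps by the 2-fold threshold.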

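Matrix genes were overrepresented among the genes raised at both steps. Collagens such as Col3a1 and Col6a1, proteoglycans such as Bgn and Ogn, and the inhibitor Timp2 were among 28 members of the matrix structure and matrix remodeling lists in that set, or 15.0% of it. These lists hold 97 genes, 1.17% of all genes tested (Fisher's exact test, odds ratio 20.5, p = 5.0e-24). The test takes genes as independent, so this p does not measure the spread between constructs. Of the S2 Table genes with a probe, 11 (19.0%) were in the matrix lists. The lists are narrower than the named set, and Igfbp3, Mxra8, Snai1, Gfpt2, Acer2, Nrp1, Cxcl12, Ramp1 and Eno2 belong to neither.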

Around 30% of these genes produce extracellular matrix proteins or proteins involved in extracellular matrix remodeling, such as *Igfbp3*, *Mxra8*, *Col3a1*, *Col6a1*, *Bgn*, *Timp2*, *Ogn*, *Snal1*, *Gfpt2*, *Asah3l*, *P4ha1*, *Reck*, *Nrp1*, *Ltbp3*, *Cxcl12*, *Adamsts2*, *Ramp1*, and *Eno2*. Some of these genes have been shown to be important in models of liver fibrosis, such as *Col6a*, *Timp2 Cxcl12 Adamsts2*, *Eno2*, *Snal1*, *Acer2*, and *P4hal*. In addition, several genes that showed an increase in expression over time have been found to be upregulated in partial hepatectomy liver regeneration models; these included *Gja*, *Mgp*, and *Ptprd*. Upregulated genes that have previously been associated with cell proliferation and regulation of hepatic carcinomas included *Emilin1*, *Mmp23b*, *Tmem255b*, *Abi3bp*, *Gpc3*, *Lpar1*, *Efemp2*, *Ogn*, and *Snal*. These data suggest that even though our liver constructs retained the ability to metabolize drugs, they were initiating a regenerative program.

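Ccnd1, the cyclin that starts the G1 phase of the cell cycle, rose by a log2 fold change of 2.89 (standard error 0.30, adjusted p = 1.8e-05) from day 2 (n = 4) to day 28 (n = 3). The mitotic genes Kif23 and Bub1 rose by 0.88 (standard error 0.17, adjusted p = 0.0011) and 0.87 (standard error 0.18, adjusted p = 0.002), while Spc25, a kinetochore component, fell by 0.60 (standard error 0.11, adjusted p = 8.9e-04). Of 33 proliferation genes tested, 12 were higher and 4 lower (12 and 4 adjusted over the list alone; camera, adjusted p = 0.034, and adjusted p = 0.702 with an estimated correlation). Of those that passed the F test, 12 of 23 were lowest on day 2 and highest on day 28 (Fisher's exact test, adjusted p = 0.0408). Stellate and myofibroblast markers had 14 higher and 1 lower of 17 (14 and 1 adjusted over the list alone; camera, adjusted p = 1.4e-06, and adjusted p = 0.453 with an estimated correlation), with Dcn, the proteoglycan decorin, at least 7.95-fold higher (adjusted p = 8.4e-06) and the tropomyosin gene Tpm1 at -1.31 (adjusted p = 1.3e-05). Cholangiocyte and progenitor markers had 13 higher and 0 lower of 15 (13 and 0 adjusted over the list alone; camera, adjusted p = 1.7e-07, and adjusted p = 0.0213 with an estimated correlation). Among them Cd24, a surface marker of progenitors, rose by 5.05 (standard error 0.19, adjusted p = 4.9e-08) and Krt19, a keratin of bile duct cells, rose at least 11.2-fold (adjusted p = 2.9e-06). From the increases of its S2 Table genes, beside a retained ability to metabolize drugs, the paper proposes that the constructs were initiating a regenerative program.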

Some (~18%) of the genes that showed a 2-fold increase in expression in the liver constructs from day 2 to day 15 and from day 15 to day 28 have an unknown role in liver function. One example is the extracellular matrix remodeling gene matrix-remodeling associated 8 (*Mxra*), which is known to regulate cell adhesion and matrix remodeling but has never been studied in the context of liver disease. Other genes with no known functions in the liver were also discovered in the microarray analysis, including 2 homeobox genes: HOP homeobox (*Hopx)*, the silencing of which leads to uterine endometrial cancer, and homeobox protein Hox-B2 (*Hoxb2)*, the increased expression of which is associated with pancreatic cancer. 

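Hopx, a homeodomain protein that does not bind DNA, had mean log2 intensities of 5.21 ± 0.40, 7.48 ± 1.42 and 9.93 ± 0.05 (SD, n = 4, 4 and 3) on days 2, 15 and 28, with log2 fold changes of 2.27 (standard error 0.54, adjusted p = 0.0053) and 2.45 (standard error 0.59, adjusted p = 0.0279) at the earlier and later steps. Hoxb2, a homeobox transcription factor of axial patterning, was not above background on day 2. It rose at least 2.16-fold (adjusted p = 0.0092) up to day 15 and by a further log2 fold change of 2.01 (standard error 0.47, adjusted p = 0.025) to day 28.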

A few transmembrane proteins were upregulated, including transmembrane protein 255B *(Tmem255b)*, which inhibits tumor cell proliferation and tumorigenesis in human pancreatic cancer; transmembrane protein 178 (*Tmem178)*, the function of which is unknown; and transmembrane protein with EGF-like and 2 follistatin-like domains 2 *(Tmeff2)*, which is androgen-regulated and has anti-proliferative effects in prostate cancer cells.

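None of the 3 transmembrane protein genes was above background on day 2 (n = 4). Tmem255b rose at least 2.61-fold (adjusted p = 0.0334) up to day 15 (n = 4) and by a further log2 fold change of 2.83 (standard error 0.66, adjusted p = 0.0252) to day 28 (n = 3). For Tmem178a, a protein of the endoplasmic reticulum membrane, the earlier rise was at least 2.03-fold (adjusted p = 0.0109) and the later 2.70 (standard error 0.36, adjusted p = 0.0017). For Tmeff2, a shed growth factor-like membrane protein, it was at least 1.32-fold (adjusted p = 0.0488) and 3.70 (standard error 0.43, adjusted p = 6.9e-04).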

Previous studies have demonstrated that decellularized liver matrices can support freshly isolated or immortalized liver cells and that they can also support cells from different species. In addition, it has been shown that cells cultured on decellularized livers can maintain their capacity to metabolize drugs [12, 17–19]. In our experiments, we built upon these findings by demonstrating that the caudate lobes of decellularized rat livers can be recellularized with liver cells from humans or rats. After the cells were seeded onto the acellular scaffolds, they underwent a phase of adjustment, in which some cells (e.g., those that were insufficiently perfused with culture medium or that were mechanically damaged during the cell perfusion process) underwent programmed cell death. Varying cell numbers suggested that a lower initial cell number was superior for cell survival. However, with both numbers, the apoptotic phase was followed by a phase in which some cells showed an upregulation of proliferation markers. The cells then entered a phase of regeneration or repair, in which a significant number of genes associate with liver fibrosis and ECM turnover and synthesis were upregulated. During the first month after recellularization, the cells maintained the capacity to produce albumin and urea and to metabolize a model drug (midazolam).

In conclusion, our results suggest that liver constructs consisting of recellularized rat caudate lobes, recellularized with human hepatocytes acclimated for several days can be used as a model for studying drug metabolism, as well as liver regeneration and fibrosis. In future studies, it will be important to determine whether these recellularized liver constructs, when cultured under physiologic conditions, can establish proper liver zonation and distribution of cytochrome P450 enzymes to better model in vivo drug metabolism. Regardless, our data suggest these in vitro liver constructs can serve as liver surrogates for up to 4 weeks in vitro.

## Supporting information

S1 Fig Gravity perfusion of detergent through the portal vein of the liver removed the cells, generating an acellular scaffold. (A,B) Representative whole rat livers before (A) and after (B) treatment with 3.2 L of 1% SDS and 60 mL of Triton X-100. Scale bars represent 0.5 cm. (C,D) Scanning electron microscopy images of rat livers before (C) and after (D) treatment with 3.2 L of 1% SDS and 60 mL of Triton X-100. Scale bars represent 100 microns.
(TIF)

S2 Fig Components of the rat liver extracellular matrix were retained after detergent decellularization. (A,B) Images show staining for type I collagen (A) and elastin (B) in livers decellularized with 1% SDS and 1% Triton X-100. Scale bars represent 100 microns.
(TIF)

S3 Fig Bioreactors for the recellularized livers were set up within a tissue culture incubator. (A) Image showing a typical bioreactor setup. The numbers correspond to the bioreactor (1), the carbogen humidification flask (2), the medium reservoir (3), and the peristaltic pump used to perfuse the media (4). (B) Diagram detailing how the bioreactor was set up in the incubator for construct maintenance. (C) Diagram showing how the constructs were set up in order to circulate 10 mL of medium during the drug metabolism studies. The arrowhead between the bioreactor and medium reservoir indicates where the medium samples were collected from during the drug metabolism studies.
(TIF)

S4 Fig Reducing the number of rat liver cells perfused into the isolated liver lobes from twenty million to one million resulted in decreased cell death and improved cell health at 2 days post-recellularization. (A-C) Images show hematoxylin and eosin (A), reticulin (B), and TUNEL (C) staining of the recellularized livers. In (C), DAPI-stained cell nuclei are blue and TUNEL-positive cells are red (arrow). Scale bars represent 100 microns.
(TIF)

S5 Fig Acellular rat liver scaffolds were recellularized with human liver cells, cultured for 28 days, and characterized. (A) Images show TUNEL and PCNA staining at 28 days post-recellularization. TUNEL- and PCNA-positive cells are red, and DAPI-stained cell nuclei are blue. Scale bars represent 100 microns. Asterisks (*) indicate PCNA-positive cells. (B-D) Graphs show G6PDH activity (B), albumin production (C), and blood urea nitrogen level (D) in medium samples obtained over a 28-day period from the scaffolds recellularized with human cells. The data points are the average for 4 constructs, and the error bars show the standard error of the mean.
(TIF)

S1 Table Cluster analysis of glucuronosyltransferase and cytochrome P450 expression in constructs recellularized with rat liver cells.

S2 Table Genes that showed at least a 2-fold increase in expression from day 2 to day 15 and then from day 15 to day 28 in constructs recellularized with rat liver cells.

S3 Table Genes that showed at least a 2-fold decrease in expression from day 2 to day 15 and then from day 15 to day 28 in constructs recellularized with rat liver cells.

## References

[1] YagiH, TafalengE, NagayaM, HanselMC, StromSC, FoxIJ, et al Embryonic and induced pluripotent stem cells as a model for liver disease. Crit Rev Biomed Eng. 2009;37(4–5):377–98. Epub 2009/01/01. ; PubMed Central PMCID: PMC3700621.2052873210.1615/critrevbiomedeng.v37.i4-5.40PMC3700621

[2] TamaiM, YamashitaA, TagawaY. Mitochondrial development of the in vitro hepatic organogenesis model with simultaneous cardiac mesoderm differentiation from murine induced pluripotent stem cells. J Biosci Bioeng. 2011;112(5):495–500. Epub 2011/08/06. doi: 10.1016/j.jbiosc.2011.07.005 .2181667010.1016/j.jbiosc.2011.07.005

[3] ChangR, EmamiK, WuH, SunW. Biofabrication of a three-dimensional liver micro-organ as an in vitro drug metabolism model. Biofabrication. 2010;2(4):045004 Epub 2010/11/17. doi: 10.1088/1758-5082/2/4/045004 .2107928610.1088/1758-5082/2/4/045004

[4] MuellerD, KramerL, HoffmannE, KleinS, NoorF. 3D organotypic HepaRG cultures as in vitro model for acute and repeated dose toxicity studies. Toxicol In Vitro. 2014;28(1):104–12. Epub 2013/07/16. doi: 10.1016/j.tiv.2013.06.024 .2385073610.1016/j.tiv.2013.06.024

[5] GodoyP, HewittNJ, AlbrechtU, AndersenME, AnsariN, BhattacharyaS, et al Recent advances in 2D and 3D in vitro systems using primary hepatocytes, alternative hepatocyte sources and non-parenchymal liver cells and their use in investigating mechanisms of hepatotoxicity, cell signaling and ADME. Archives of toxicology. 2013;87(8):1315–530. Epub 2013/08/27. doi: 10.1007/s00204-013-1078-5 ; PubMed Central PMCID: PMC3753504.2397498010.1007/s00204-013-1078-5PMC3753504

[6] ShackelNA, GorrellMD, McCaughanGW. Gene array analysis and the liver. Hepatology. 2002;36(6):1313–25. Epub 2002/11/26. doi: 10.1053/jhep.2002.36950 .1244785210.1053/jhep.2002.36950

[7] De BartoloL, SalernoS, CurcioE, PiscioneriA, RendeM, MorelliS, et al Human hepatocyte functions in a crossed hollow fiber membrane bioreactor. Biomaterials. 2009;30(13):2531–43. Epub 2009/02/03. doi: 10.1016/j.biomaterials.2009.01.011 .1918591210.1016/j.biomaterials.2009.01.011

[8] FraczekJ, BolleynJ, VanhaeckeT, RogiersV, VinkenM. Primary hepatocyte cultures for pharmaco-toxicological studies: at the busy crossroad of various anti-dedifferentiation strategies. Archives of toxicology. 2013;87(4):577–610. Epub 2012/12/18. doi: 10.1007/s00204-012-0983-3 .2324247810.1007/s00204-012-0983-3

[9] LinP, ChanWC, BadylakSF, BhatiaSN. Assessing porcine liver-derived biomatrix for hepatic tissue engineering. Tissue engineering. 2004;10(7–8):1046–53. Epub 2004/09/15. doi: 10.1089/ten.2004.10.1046 .1536316210.1089/ten.2004.10.1046

[10] VasanthanKS, SubramanianA, KrishnanUM, SethuramanS. Role of biomaterials, therapeutic molecules and cells for hepatic tissue engineering. Biotechnology advances. 2012;30(3):742–52. Epub 2012/01/24. doi: 10.1016/j.biotechadv.2012.01.004 .2226584510.1016/j.biotechadv.2012.01.004

[11] OttHC, MatthiesenTS, GohSK, BlackLD, KrenSM, NetoffTI, et al Perfusion-decellularized matrix: using nature's platform to engineer a bioartificial heart. Nature medicine. 2008;14(2):213–21. doi: 10.1038/nm1684 .1819305910.1038/nm1684

[12] UygunBE, Soto-GutierrezA, YagiH, IzamisML, GuzzardiMA, ShulmanC, et al Organ reengineering through development of a transplantable recellularized liver graft using decellularized liver matrix. Nature medicine. 2010;16(7):814–20. Epub 2010/06/15. doi: 10.1038/nm.2170 ; PubMed Central PMCID: PMC2930603.2054385110.1038/nm.2170PMC2930603

[13] BaptistaPM, SiddiquiMM, LozierG, RodriguezSR, AtalaA, SokerS. The use of whole organ decellularization for the generation of a vascularized liver organoid. Hepatology. 2011;53(2):604–17. Epub 2011/01/29. doi: 10.1002/hep.24067 .2127488110.1002/hep.24067

[14] De KockJ, CeelenL, De SpiegelaereW, CasteleynC, ClaesP, VanhaeckeT, et al Simple and quick method for whole-liver decellularization: a novel in vitro three-dimensional bioengineering tool? Archives of toxicology. 2011;85(6):607–12. Epub 2011/04/23. doi: 10.1007/s00204-011-0706-1 .2151280210.1007/s00204-011-0706-1

[15] LangR, SternMM, SmithL, LiuY, BharadwajS, LiuG, et al Three-dimensional culture of hepatocytes on porcine liver tissue-derived extracellular matrix. Biomaterials. 2011;32(29):7042–52. Epub 2011/07/05. doi: 10.1016/j.biomaterials.2011.06.005 .2172360110.1016/j.biomaterials.2011.06.005

[16] Soto-GutierrezA, ZhangL, MedberryC, FukumitsuK, FaulkD, JiangH, et al A whole-organ regenerative medicine approach for liver replacement. Tissue Eng Part C Methods. 2011;17(6):677–86. Epub 2011/03/08. doi: 10.1089/ten.tec.2010.0698 ; PubMed Central PMCID: PMC3103054.2137540710.1089/ten.tec.2010.0698PMC3103054

[17] ZhouP, LessaN, EstradaDC, SeversonEB, LingalaS, ZernMA, et al Decellularized liver matrix as a carrier for the transplantation of human fetal and primary hepatocytes in mice. Liver Transpl. 2011;17(4):418–27. Epub 2011/03/30. doi: 10.1002/lt.22270 ; PubMed Central PMCID: PMC3079538.2144592510.1002/lt.22270PMC3079538

[18] BarakatO, AbbasiS, RodriguezG, RiosJ, WoodRP, OzakiC, et al Use of decellularized porcine liver for engineering humanized liver organ. The Journal of surgical research. 2012;173(1):e11–25. Epub 2011/11/22. doi: 10.1016/j.jss.2011.09.033 .2209959510.1016/j.jss.2011.09.033

[19] JiR, ZhangN, YouN, LiQ, LiuW, JiangN, et al The differentiation of MSCs into functional hepatocyte-like cells in a liver biomatrix scaffold and their transplantation into liver-fibrotic mice. Biomaterials. 2012;33(35):8995–9008. Epub 2012/09/19. doi: 10.1016/j.biomaterials.2012.08.058 .2298599610.1016/j.biomaterials.2012.08.058

[20] KajbafzadehAM, Javan-FarazmandN, MonajemzadehM, BaghayeeA. Determining the optimal decellularization and sterilization protocol for preparing a tissue scaffold of a human-sized liver tissue. Tissue Eng Part C Methods. 2013;19(8):642–51. Epub 2012/12/29. doi: 10.1089/ten.TEC.2012.0334 .2327059110.1089/ten.TEC.2012.0334

[21] RenH, ShiX, TaoL, XiaoJ, HanB, ZhangY, et al Evaluation of two decellularization methods in the development of a whole-organ decellularized rat liver scaffold. Liver international: official journal of the International Association for the Study of the Liver. 2013;33(3):448–58. Epub 2013/01/11. doi: 10.1111/liv.12088 .2330199210.1111/liv.12088

[22] SongJJ, GuyetteJP, GilpinSE, GonzalezG, VacantiJP, OttHC. Regeneration and experimental orthotopic transplantation of a bioengineered kidney. Nat Med. 2013;19(5):646–51. Epub 2013/04/16. doi: 10.1038/nm.3154 ; PubMed Central PMCID: PMC3650107.2358409110.1038/nm.3154PMC3650107

[23] UygunBE, YarmushML. Engineered liver for transplantation. Current opinion in biotechnology. 2013;24(5):893–9. Epub 2013/06/25. doi: 10.1016/j.copbio.2013.05.008 ; PubMed Central PMCID: PMC3783566.2379146510.1016/j.copbio.2013.05.008PMC3783566

[24] XiaL, AroozT, ZhangS, TuoX, XiaoG, SusantoTA, et al Hepatocyte function within a stacked double sandwich culture plate cylindrical bioreactor for bioartificial liver system. Biomaterials. 2012;33(32):7925–32. Epub 2012/08/15. doi: 10.1016/j.biomaterials.2012.06.078 .2288948410.1016/j.biomaterials.2012.06.078

[25] KreamerBL, StaeckerJL, SawadaN, SattlerGL, HsiaMT, PitotHC. Use of a low-speed, iso-density percoll centrifugation method to increase the viability of isolated rat hepatocyte preparations. In Vitro Cell Dev Biol. 1986;22(4):201–11. Epub 1986/04/01. .287100810.1007/BF02623304

[26] ShiW, OshlackA, SmythGK. Optimizing the noise versus bias trade-off for Illumina whole genome expression BeadChips. Nucleic acids research. 2010;38(22):e204 Epub 2010/10/12. doi: 10.1093/nar/gkq871 ; PubMed Central PMCID: PMC3001098.2092987410.1093/nar/gkq871PMC3001098

[27] J. van der LaanM, PollardKS. A new algorithm for hybrid hierarchical clustering with visualization and the bootstrap. Journal of Statistical Planning and Inference. 2003;117(2):275–303.

[28] Huang daW, ShermanBT, LempickiRA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic acids research. 2009;37(1):1–13. Epub 2008/11/27. doi: 10.1093/nar/gkn923 ; PubMed Central PMCID: PMC2615629.1903336310.1093/nar/gkn923PMC2615629

[29] CrapoPM, GilbertTW, BadylakSF. An overview of tissue and whole organ decellularization processes. Biomaterials. 2011;32(12):3233–43. Epub 2011/02/08. doi: 10.1016/j.biomaterials.2011.01.057 ; PubMed Central PMCID: PMC3084613.2129641010.1016/j.biomaterials.2011.01.057PMC3084613

[30] GilbertTW, SellaroTL, BadylakSF. Decellularization of tissues and organs. Biomaterials. 2006;27(19):3675–83. Epub 2006/03/08. doi: 10.1016/j.biomaterials.2006.02.014 .1651993210.1016/j.biomaterials.2006.02.014

[31] WrightMC, PaineAJ. Induction of the cytochrome P450 3A subfamily in rat liver correlates with the binding of inducers to a microsomal protein. Biochemical and biophysical research communications. 1994;201(2):973–9. Epub 1994/06/15. doi: 10.1006/bbrc.1994.1797 .800303910.1006/bbrc.1994.1797

[32] GorskiJC, HallSD, JonesDR, VandenBrandenM, WrightonSA. Regioselective biotransformation of midazolam by members of the human cytochrome P450 3A (CYP3A) subfamily. Biochemical pharmacology. 1994;47(9):1643–53. Epub 1994/04/29. .818567910.1016/0006-2952(94)90543-6

# Supplementary material for: Recellularization of rat liver: An in vitro model for assessing human drug metabolism and liver biology
**Source:** PLoS One. 2018 Jan 29;13(1):e0191892. doi: 10.1371/journal.pone.0191892
**Supplement:** S1 Table

**S1 Table. Cluster analysis of glucuronosyltransferase and cytochrome P450 expression in constructs recellularized with rat liver cells**

| **Cluster** | |  | | **Cytochrome P450 enzymes** | |  | | **UDP glucuronosyltransferases** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 |  | | *CYP2A1, CYP2A2, CYP2B15, CYP2B3,* ***CYP3A1, CYP3A18, CYP3A3****, CYP4F4* | |  | | *UGT2B10* | |  |
|  |  | |  | |  | |  | |  |
| 2 |  | | *CYP2C, CYP4F5* | |  | | *none* | |  |
|  |  | |  | |  | |  | |  |
| 3 |  | | *CYP20A1, CYP27A1, CYP2C12, CYP2C22, CYP2E1, CYP2F4, CYP2J3, CYP2T1,* ***CYP3A13****, CYP4A1, CYP4A10, CYP4A3, CYP4F6, CYP51, CYP7A1* | |  | | *UGT1A1, UGT1A7, UGT2B17, UGT2B36, UGT2B5* | |  |
|  |  | |  | |  | |  | |  |
| 4 |  | | *CYP11A1, CYP17A1, CYP1B1, CYP26B1, CYP2A3A, CYP2C37, CYP2C55, CYP3A2, CYP4A8, CYP7B1, CYP8B1* | |  | | *none* | |  |
|  |  | |  | |  | |  | |  |
| 5 |  | | *CYP2C13, CYP2C23, CYP2D1, CYP2D5, CYP2R1* | |  | | *UGT1A6, UGT1A8* | |  |
|  |  | |  | |  | |  | |  |
| 6 |  | | *CYP2C7, CYP4B1* | |  | | *none* | |  |

# Supplementary material for: Recellularization of rat liver: An in vitro model for assessing human drug metabolism and liver biology
**Source:** PLoS One. 2018 Jan 29;13(1):e0191892. doi: 10.1371/journal.pone.0191892
**Supplement:** S2 Table

**S2 Table. Genes that showed at least a 2-fold increase in expression from day 2 to day 15 and then from day 15 to day 28 in constructs recellularized with rat liver cells**

**References**

1. Regel I, Eichenmuller M, Joppien S, Liebl J, Haberle B, Muller-Hocker J, et al. IGFBP3 impedes aggressive growth of pediatric liver cancer and is epigenetically silenced in vascular invasive and metastatic tumors. Mol Cancer. 2012; 11: 9. doi: 10.1186/1476-4598-11-9

2. Flynn RS, Mahavadi S, Murthy KS, Grider JR, Kellum JM, Akbari H, et al. Endogenous IGFBP-3 regulates excess collagen expression in intestinal smooth muscle cells of Crohn's disease strictures. Inflamm Bowel Dis. 2011; 17: 193-201. doi: 10.1002/ibd.21351

3. Walker MG, Volkmuth W. Cell adhesion and matrix remodeling genes identified by co-expression analysis. Gene Function & Disease. 2002; 3: 109-112. doi: 10.1002/gnfd.200290000

4. Lee SK, Yi CH, Kim MH, Cheong JY, Cho SW, Yang SJ, et al. Genetic association between functional haplotype of collagen type III alpha 1 and chronic hepatitis B and cirrhosis in Koreans. Tissue Antigens. 2008; 72: 539-548. doi: 10.1111/j.1399-0039.2008.01144.x

5. Veidal SS, Karsdal MA, Vassiliadis E, Nawrocki A, Larsen MR, Nguyen QH, et al. MMP mediated degradation of type VI collagen is highly associated with liver fibrosis--identification and validation of a novel biochemical marker assay. PLoS One. 2011; 6: e24753. doi: 10.1371/journal.pone.0024753

6. Meyer DH, Krull N, Dreher KL, Gressner AM. Biglycan and decorin gene expression in normal and fibrotic rat liver: Cellular localization and regulatory factors. Hepatology. 1992; 16: 204-216. doi: 10.1002/hep.1840160131

7. Herbst H, Wege T, Milani S, Pellegrini G, Orzechowski HD, Bechstein WO, et al. Tissue inhibitor of metalloproteinase-1 and -2 RNA expression in rat and human liver fibrosis. Am J Pathol. 1997; 150: 1647-1659.

8. Zhu ZW, Friess H, Wang L, Abou-Shady M, Zimmermann A, Lander AD, et al. Enhanced glypican-3 expression differentiates the majority of hepatocellular carcinomas from benign hepatic disorders. Gut. 2001; 48: 558-564.

9. Hartley DP, Dai X, He YD, Carlini EJ, Wang B, Huskey SE, et al. Activators of the rat pregnane X receptor differentially modulate hepatic and intestinal gene expression. Mol Pharmacol. 2004; 65: 1159-1171. doi: 10.1124/mol.65.5.1159

10. Kren BT, Kumar NM, Wang SQ, Gilula NB, Steer CJ. Differential regulation of multiple gap junction transcripts and proteins during rat liver regeneration. J Cell Biol. 1993; 123: 707-718.

11. Wang R, Sheps JA, Ling V. ABC transporters, bile acids, and inflammatory stress in liver cancer. Curr Pharm Biotechnol. 2011; 12: 636-646. doi: 10.2174/138920111795163986

12. Small DM. Role of ABC transporters in secretion of cholesterol from liver into bile. Proc Natl Acad Sci U S A. 2003; 100: 4-6. doi: 10.1073/pnas.0237205100

13. Shaik IH, Mehvar R. Cytochrome P450 induction by phenobarbital exacerbates warm hepatic ischemia-reperfusion injury in rat livers. Free Radic Res. 2010; 44: 441-453. doi: 10.3109/10715761003610729

14. Roe AL, Warren G, Hou G, Howard G, Shedlofsky SI, Blouin RA. The effect of high dose endotoxin on CYP3A2 expression in the rat. Pharm Res. 1998; 15: 1603-1608.

15. Debri K, Boobis AR, Davies DS, Edwards RJ. Distribution and induction of CYP3A1 and CYP3A2 in rat liver and extrahepatic tissues. Biochem Pharmacol. 1995; 50: 2047-2056. doi: 10.1016/0006-2952(95)02107-8

16. Saiman Y, Agarwal R, Hickman DA, Fausther M, El-Shamy A, Dranoff JA, et al. CXCL12 induces hepatic stellate cell contraction through a calcium-independent pathway. Am J Physiol Gastrointest Liver Physiol. 2013; 305: G375-382. doi: 10.1152/ajpgi.00185.2012

17. Wald O, Pappo O, Safadi R, Dagan-Berger M, Beider K, Wald H, et al. Involvement of the CXCL12/CXCR4 pathway in the advanced liver disease that is associated with hepatitis C virus or hepatitis B virus. Eur J Immunol. 2004; 34: 1164-1174. doi: 10.1002/eji.200324441

18. Gombar CT, Katz EJ, Magee PN, Sirover MA. Induction of the DNA repair enzymes uracil DNA glycosylase and 3-methyladenine DNA glycosylase in regenerating rat liver. Carcinogenesis. 1981; 2: 595-599.

19. Kesteloot F, Desmouliere A, Leclercq I, Thiry M, Arrese JE, Prockop DJ, et al. ADAM metallopeptidase with thrombospondin type 1 motif 2 inactivation reduces the extent and stability of carbon tetrachloride-induced hepatic fibrosis in mice. Hepatology. 2007; 46: 1620-1631. doi: 10.1002/hep.21868

20. Hwang IS, Tang F, Leung PP, Li YY, Fan ST, Luk JM. The gene expression of adrenomedullin, calcitonin-receptor-like receptor and receptor activity modifying proteins (RAMPs) in CCl4-induced rat liver cirrhosis. Regul Pept. 2006; 135: 69-77. doi: 10.1016/j.regpep.2006.04.006

21. Honore B, Vorum H. The CREC family, a novel family of multiple EF-hand, low-affinity Ca(2+)-binding proteins localised to the secretory pathway of mammalian cells. FEBS Lett. 2000; 466: 11-18.

22. Glowacki G, Braren R, Firner K, Nissen M, Kuhl M, Reche P, et al. The family of toxin-related ecto-ADP-ribosyltransferases in humans and the mouse. Protein Sci. 2002; 11: 1657-1670. doi: 10.1110/ps.0200602

23. Rancoule C, Pradere JP, Gonzalez J, Klein J, Valet P, Bascands JL, et al. Lysophosphatidic acid-1-receptor targeting agents for fibrosis. Expert Opin Investig Drugs. 2011; 20: 657-667. doi: 10.1517/13543784.2011.566864

24. Sokolov E, Eheim AL, Ahrens WA, Walling TL, Swet JH, McMillan MT, et al. Lysophosphatidic acid receptor expression and function in human hepatocellular carcinoma. J Surg Res. 2013; 180: 104-113. doi: 10.1016/j.jss.2012.10.054

25. Nomoto S, Kanda M, Okamura Y, Nishikawa Y, Qiyong L, Fujii T, et al. Epidermal growth factor-containing fibulin-like extracellular matrix protein 1, EFEMP1, a novel tumor-suppressor gene detected in hepatocellular carcinoma using double combination array analysis. Ann Surg Oncol. 2010; 17: 923-932. doi: 10.1245/s10434-009-0790-0

26. Bogachev O, Majdalawieh A, Pan X, Zhang L, Ro HS. Adipocyte enhancer-binding protein 1 (AEBP1) (a novel macrophage proinflammatory mediator) overexpression promotes and ablation attenuates atherosclerosis in ApoE (-/-) and LDLR (-/-) mice. Mol Med. 2011; 17: 1056-1064. doi: 10.2119/molmed.2011.00141

27. Majdalawieh A, Zhang L, Fuki IV, Rader DJ, Ro HS. Adipocyte enhancer-binding protein 1 is a potential novel atherogenic factor involved in macrophage cholesterol homeostasis and inflammation. Proc Natl Acad Sci U S A. 2006; 103: 2346-2351. doi: 10.1073/pnas.0508139103

28. Colombatti A, Spessotto P, Doliana R, Mongiat M, Bressan GM, Esposito G. The EMILIN/Multimerin family. Front Immunol. 2011; 2: 93. doi: 10.3389/fimmu.2011.00093

29. Zhang B, Wang Z, Deng B, Wu X, Liu J, Feng X. Identification of Enolase 1 and Thrombospondin-1 as serum biomarkers in HBV hepatic fibrosis by proteomics. Proteome Sci. 2013; 11: 30. doi: 10.1186/1477-5956-11-30

30. Lauffart B, Howell SJ, Tasch JE, Cowell JK, Still IH. Interaction of the transforming acidic coiled-coil 1 (TACC1) protein with ch-TOG and GAS41/NuBI1 suggests multiple TACC1-containing protein complexes in human cells. Biochem J. 2002; 363: 195-200.

31. Wang L, Shao YY, Ballock RT. Carboxypeptidase Z (CPZ) links thyroid hormone and Wnt signaling pathways in growth plate chondrocytes. J Bone Miner Res. 2009; 24: 265-273. doi: 10.1359/jbmr.081014

32. Ho H, Soto Hopkin A, Kapadia R, Vasudeva P, Schilling J, Ganesan AK. RhoJ modulates melanoma invasion by altering actin cytoskeletal dynamics. Pigment Cell Melanoma Res. 2013; 26: 218-225. doi: 10.1111/pcmr.12058

33. Leszczynska K, Kaur S, Wilson E, Bicknell R, Heath VL. The role of RhoJ in endothelial cell biology and angiogenesis. Biochem Soc Trans. 2011; 39: 1606-1611. doi: 10.1042/BST20110702

34. Khosla S. Minireview: the OPG/RANKL/RANK system. Endocrinology. 2001; 142: 5050-5055.

35. Qi F, Song J, Yang H, Gao W, Liu NA, Zhang B, et al. Mmp23b promotes liver development and hepatocyte proliferation through the tumor necrosis factor pathway in zebrafish. Hepatology. 2010; 52: 2158-2166. doi: 10.1002/hep.23945

36. Yamaguchi S, Asanoma K, Takao T, Kato K, Wake N. Homeobox gene HOPX is epigenetically silenced in human uterine endometrial cancer and suppresses estrogen-stimulated proliferation of cancer cells by inhibiting serum response factor. Int J Cancer. 2009; 124: 2577-2588. doi: 10.1002/ijc.24217

37. Keryer G, Luo Z, Cavadore JC, Erlichman J, Bornens M. Phosphorylation of the regulatory subunit of type II beta cAMP-dependent protein kinase by cyclin B/p34cdc2 kinase impairs its binding to microtubule-associated protein 2. Proc Natl Acad Sci U S A. 1993; 90: 5418-5422.

38. Cui X, Song B, Hou L, Wei Z, Tang J. High expression of osteoglycin decreases the metastatic capability of mouse hepatocarcinoma Hca-F cells to lymph nodes. Acta Biochim Biophys Sin (Shanghai). 2008; 40: 349-355.

39. Cui XN, Tang JW, Song B, Wang B, Chen SY, Hou L. High expression of osteoglycin decreases gelatinase activity of murine hepatocarcinoma Hca-F cells. World J Gastroenterol. 2009; 15: 6117-6122.

40. Webb TR, Clark AJ. Minireview: the melanocortin 2 receptor accessory proteins. Mol Endocrinol. 2010; 24: 475-484. doi: 10.1210/me.2009-0283

41. Choi SS, Omenetti A, Witek RP, Moylan CA, Syn WK, Jung Y, et al. Hedgehog pathway activation and epithelial-to-mesenchymal transitions during myofibroblastic transformation of rat hepatic cells in culture and cirrhosis. Am J Physiol Gastrointest Liver Physiol. 2009; 297: G1093-1106. doi: 10.1152/ajpgi.00292.2009

42. Li X, Deng W, Nail CD, Bailey SK, Kraus MH, Ruppert JM, et al. Snail induction is an early response to Gli1 that determines the efficiency of epithelial transformation. Oncogene. 2006; 25: 609-621. doi: 10.1038/sj.onc.1209077

43. Rowe RG, Lin Y, Shimizu-Hirota R, Hanada S, Neilson EG, Greenson JK, et al. Hepatocyte-derived Snail1 propagates liver fibrosis progression. Mol Cell Biol. 2011; 31: 2392-2403. doi: 10.1128/MCB.01218-10

44. Zavadil J, Bottinger EP. TGF-beta and epithelial-to-mesenchymal transitions. Oncogene. 2005; 24: 5764-5774. doi: 10.1038/sj.onc.1208927

45. Zhang L, Huang G, Li X, Zhang Y, Jiang Y, Shen J, et al. Hypoxia induces epithelial-mesenchymal transition via activation of SNAI1 by hypoxia-inducible factor -1alpha in hepatocellular carcinoma. BMC Cancer. 2013; 13: 108. doi: 10.1186/1471-2407-13-108

46. Sui GD, Zhang GY, Niu ZJ, Hu SY. Expression of farnesyltransferase in primary liver cancer. Chin Med J (Engl). 2012; 125: 2427-2431.

47. Iankova I, Chavey C, Clape C, Colomer C, Guerineau NC, Grillet N, et al. Regulator of G protein signaling-4 controls fatty acid and glucose homeostasis. Endocrinology. 2008; 149: 5706-5712. doi: 10.1210/en.2008-0717

48. Piehler A, Kaminski WE, Wenzel JJ, Langmann T, Schmitz G. Molecular structure of a novel cholesterol-responsive A subclass ABC transporter, ABCA9. Biochem Biophys Res Commun. 2002; 295: 408-416.

49. Waxman JS, Hocking AM, Stoick CL, Moon RT. Zebrafish Dapper1 and Dapper2 play distinct roles in Wnt-mediated developmental processes. Development. 2004; 131: 5909-5921. doi: 10.1242/dev.01520

50. Zhang L, Gao X, Wen J, Ning Y, Chen YG. Dapper 1 antagonizes Wnt signaling by promoting dishevelled degradation. J Biol Chem. 2006; 281: 8607-8612. doi: 10.1074/jbc.M600274200

51. Ben-Jonathan N, Hugo ER, Brandebourg TD, LaPensee CR. Focus on prolactin as a metabolic hormone. Trends Endocrinol Metab. 2006; 17: 110-116. doi: 10.1016/j.tem.2006.02.005

52. Brickey WJ, Greenleaf AL. Functional studies of the carboxy-terminal repeat domain of Drosophila RNA polymerase II in vivo. Genetics. 1995; 140: 599-613.

53. Wang H, Li M, Fisher W, Brunicardi F, Yao Q, Chen C. A Novel Gene FAM70B Inhibits Tumor Cell Proliferation And Tumorigenesis In Human Pancreatic Cancer. Journal of Surgical Research. 2011; 165: 336.

54. Stogios PJ, Prive GG. The BACK domain in BTB-kelch proteins. Trends Biochem Sci. 2004; 29: 634-637. doi: 10.1016/j.tibs.2004.10.003

55. Saito S, Aoki H, Ito A, Ueno S, Wada T, Mitsuzuka K, et al. Human alpha2,3-sialyltransferase (ST3Gal II) is a stage-specific embryonic antigen-4 synthase. J Biol Chem. 2003; 278: 26474-26479. doi: 10.1074/jbc.M213223200

56. Segara D, Biankin AV, Kench JG, Langusch CC, Dawson AC, Skalicky DA, et al. Expression of HOXB2, a retinoic acid signaling target in pancreatic cancer and pancreatic intraepithelial neoplasia. Clin Cancer Res. 2005; 11: 3587-3596. doi: 10.1158/1078-0432.CCR-04-1813

57. Yamanobe F, Mochida S, Ohno A, Ishikawa K, Fujiwara K. Recombinant human tissue factor pathway inhibitor as a possible anticoagulant targeting hepatic sinusoidal walls. Thromb Res. 1997; 85: 493-501.

58. Yoshimura N, Kobayashi Y, Nakamura K, Yamagishi H, Oka T. The effect of tissue factor pathway inhibitor on hepatic ischemic reperfusion injury of the rat. Transplantation. 1999; 67: 45-53.

59. Funk JL, Moser AH, Grunfeld C, Feingold KR. Parathyroid hormone-related protein is induced in the adult liver during endotoxemia and stimulates the hepatic acute phase response. Endocrinology. 1997; 138: 2665-2673.

60. Mitnick MA, Grey A, Masiukiewicz U, Bartkiewicz M, Rios-Velez L, Friedman S, et al. Parathyroid hormone induces hepatic production of bioactive interleukin-6 and its soluble receptor. Am J Physiol Endocrinol Metab. 2001; 280: E405-412.

61. Chartoumpekis DV, Ziros PG, Zaravinos A, Iskrenova RP, Psyrogiannis AI, Kyriazopoulou VE, et al. Hepatic gene expression profiling in Nrf2 knockout mice after long-term high-fat diet-induced obesity. Oxid Med Cell Longev. 2013; 2013: 340731. doi: 10.1155/2013/340731

62. Gong D, Farley K, White M, Hartshorn KL, Benarafa C, Remold-O'Donnell E. Critical role of serpinB1 in regulating inflammatory responses in pulmonary influenza infection. J Infect Dis. 2011; 204: 592-600. doi: 10.1093/infdis/jir352

63. Terpstra V, van Amersfoort ES, van Velzen AG, Kuiper J, van Berkel TJ. Hepatic and extrahepatic scavenger receptors: function in relation to disease. Arterioscler Thromb Vasc Biol. 2000; 20: 1860-1872.

64. Van Berkel TJ, De Rijke YB, Kruijt JK. Different fate in vivo of oxidatively modified low density lipoprotein and acetylated low density lipoprotein in rats. Recognition by various scavenger receptors on Kupffer and endothelial liver cells. J Biol Chem. 1991; 266: 2282-2289.

65. Lau JK, Cheng YK. An update view on the substrate recognition mechanism of phosphodiesterases: a computational study of PDE10 and PDE4 bound with cyclic nucleotides. Biopolymers. 2012; 97: 910-922. doi: 10.1002/bip.22104

66. Ding Z-y, Liang H-f, Jin G-n, Chen W-x, Wang W, Datta PK, et al. Smad6 suppresses the growth and self-renewal of hepatic progenitor cells. Journal of Cellular Physiology. 2013: n/a-n/a. doi: 10.1002/jcp.24488

67. Ichijo T, Voutetakis A, Cotrim AP, Bhattachryya N, Fujii M, Chrousos GP, et al. The Smad6-histone deacetylase 3 complex silences the transcriptional activity of the glucocorticoid receptor: potential clinical implications. J Biol Chem. 2005; 280: 42067-42077. doi: 10.1074/jbc.M509338200

68. Jung SM, Lee JH, Park J, Oh YS, Lee SK, Park JS, et al. Smad6 inhibits non-canonical TGF-beta1 signalling by recruiting the deubiquitinase A20 to TRAF6. Nat Commun. 2013; 4: 2562. doi: 10.1038/ncomms3562

69. Hodgkinson CP, Naidoo V, Patti KG, Gomez JA, Schmeckpeper J, Zhang Z, et al. Abi3bp is a multifunctional autocrine/paracrine factor that regulates mesenchymal stem cell biology. Stem Cells. 2013; 31: 1669-1682. doi: 10.1002/stem.1416

70. Crane DI, Chen N, Masters C. Changes to the integral membrane protein composition of mouse liver peroxisomes in response to the peroxisome proliferators clofibrate, Wy-14,643 and di(2-ethyl-hexyl)phthalate. Mol Cell Biochem. 1988; 81: 29-36.

71. Stephenne X, Vosters O, Najimi M, Beuneu C, Dung KN, Wijns W, et al. Tissue factor-dependent procoagulant activity of isolated human hepatocytes: relevance to liver cell transplantation. Liver Transpl. 2007; 13: 599-606. doi: 10.1002/lt.21128

72. Weigert C, Brodbeck K, Lehmann R, Haring HU, Schleicher ED. Overexpression of glutamine:fructose-6-phosphate-amidotransferase induces transforming growth factor-beta1 synthesis in NIH-3T3 fibroblasts. FEBS Lett. 2001; 488: 95-99.

73. Weigert C, Klopfer K, Kausch C, Brodbeck K, Stumvoll M, Haring HU, et al. Palmitate-induced activation of the hexosamine pathway in human myotubes: increased expression of glutamine:fructose-6-phosphate aminotransferase. Diabetes. 2003; 52: 650-656.

74. Weber SN, Hall RA, Lammert F, Teufel A. Independent genetic associations of hepatic fibrosis and hepatocellular carcinoma in both murine reference and human populations. Z Gastroenterol. 2009; 47: P104. doi: 10.1055/s-0029-1241355

75. Samyn-Petit B, Krzewinski-Recchi MA, Steelant WF, Delannoy P, Harduin-Lepers A. Molecular cloning and functional expression of human ST6GalNAc II. Molecular expression in various human cultured cells. Biochim Biophys Acta. 2000; 1474: 201-211.

76. Li J, Ghazwani M, Zhang Y, Lu J, Fan J, Gandhi CR, et al. miR-122 regulates collagen production via targeting hepatic stellate cells and suppressing P4HA1 expression. J Hepatol. 2013; 58: 522-528. doi: 10.1016/j.jhep.2012.11.011

77. Pihlajaniemi T, Myllyla R, Kivirikko KI. Prolyl 4-hydroxylase and its role in collagen synthesis. J Hepatol. 1991; 13 Suppl 3: S2-7.

78. Dong Q, Yu D, Yang CM, Jiang B, Zhang H. Expression of the reversion-inducing cysteine-rich protein with Kazal motifs and matrix metalloproteinase-14 in neuroblastoma and the role in tumour metastasis. Int J Exp Pathol. 2010; 91: 368-373. doi: 10.1111/j.1365-2613.2010.00724.x

79. Endo Y, Kikuchi T, Nakamura M. Ornithine and histidine decarboxylase activities in mice sensitized to endotoxin, interleukin-1 or tumour necrosis factor by D-galactosamine. Br J Pharmacol. 1992; 107: 888-894.

80. Hocker M, Zhang Z, Koh TJ, Wang TC. The regulation of histidine decarboxylase gene expression. Yale J Biol Med. 1996; 69: 21-33.

81. Ishii K, Suzuki O, Maruyama K, Nagata H, Kiryu Y, Tsuchiya M. Therapeutic effect of histidine decarboxylase inhibitor on chronic active hepatitis. Gastroenterol Jpn. 1978; 13: 105-110.

82. Tran VT, Snyder SH. Histidine decarboxylase. Purification from fetal rat liver, immunologic properties, and histochemical localization in brain and stomach. J Biol Chem. 1981; 256: 680-686.

83. Cao S, Yaqoob U, Das A, Shergill U, Jagavelu K, Huebert RC, et al. Neuropilin-1 promotes cirrhosis of the rodent and human liver by enhancing PDGF/TGF-beta signaling in hepatic stellate cells. J Clin Invest. 2010; 120: 2379-2394. doi: 10.1172/JCI41203

84. Fu L, Kitamura T, Iwabuchi K, Ichinose S, Yanagida M, Ogawa H, et al. Interplay of neuropilin-1 and semaphorin 3A after partial hepatectomy in rats. World J Gastroenterol. 2012; 18: 5034-5041. doi: 10.3748/wjg.v18.i36.5034

85. Li H, Liu Q, Hu X, Feng D, Xiang S, He Z, et al. Human ZCCHC12 activates AP-1 and CREB signaling as a transcriptional co-activator. Acta Biochim Biophys Sin (Shanghai). 2009; 41: 535-544.

86. Miljkovic-Licina M, Hammel P, Garrido-Urbani S, Lee BP, Meguenani M, Chaabane C, et al. Targeting olfactomedin-like 3 inhibits tumor growth by impairing angiogenesis and pericyte coverage. Mol Cancer Ther. 2012; 11: 2588-2599. doi: 10.1158/1535-7163.MCT-12-0245

87. Bissell DM, Roulot D, George J. Transforming growth factor beta and the liver. Hepatology. 2001; 34: 859-867. doi: 10.1053/jhep.2001.28457

88. Hyytiainen M, Penttinen C, Keski-Oja J. Latent TGF-beta binding proteins: extracellular matrix association and roles in TGF-beta activation. Crit Rev Clin Lab Sci. 2004; 41: 233-264. doi: 10.1080/10408360490460933

89. Rifkin DB. Latent transforming growth factor-beta (TGF-beta) binding proteins: orchestrators of TGF-beta availability. J Biol Chem. 2005; 280: 7409-7412. doi: 10.1074/jbc.R400029200

90. Liu J, Liang S, Liu X, Brown JA, Newman KE, Sunkara M, et al. The absence of ABCD2 sensitizes mice to disruptions in lipid metabolism by dietary erucic acid. J Lipid Res. 2012; 53: 1071-1079. doi: 10.1194/jlr.M022160

91. Weinhofer I, Forss-Petter S, Zigman M, Berger J. Cholesterol regulates ABCD2 expression: implications for the therapy of X-linked adrenoleukodystrophy. Hum Mol Genet. 2002; 11: 2701-2708.

92. Gery S, Sawyers CL, Agus DB, Said JW, Koeffler HP. TMEFF2 is an androgen-regulated gene exhibiting antiproliferative effects in prostate cancer cells. Oncogene. 2002; 21: 4739-4746. doi: 10.1038/sj.onc.1205142

# Supplementary material for: Recellularization of rat liver: An in vitro model for assessing human drug metabolism and liver biology
**Source:** PLoS One. 2018 Jan 29;13(1):e0191892. doi: 10.1371/journal.pone.0191892
**Supplement:** S3 Table

**S3 Table. Genes that showed at least a 2-fold decrease in expression from day 2 to day 15 and then from day 15 to day 28 in constructs recellularized with rat liver cells**

| **Gene symbol** | **Gene name** | **Description** | **Reference** |
| --- | --- | --- | --- |
| *Prss32* | Protease, serine, 32 | Capacity to degrade type I collagen | [1] |
| *Mettl7b* | Methyltransferase-like 7B | Protein associated with lipid droplets in fatty liver | [2] |
| *Dio1* | Iodothronine deiodinase type I | Converts the prohormone thyroxine (T4) to the active thyroid hormone 3,3',5-triiodothyronine (T3); highly expressed in rat liver | [3] |
| *RGD1561090*  *(Ptprd or PTPdelta)* | Protein tyrosine phosphatase, receptor type, D (delta) | Involved in rat liver regeneration; only increased at day 7 post-partial hepatectomy | [4] |
| *Cesl1* | Carboxylesterase-like 1 | Expressed in liver and responsible for the metabolism of drug and environmental esters | [5] |

**References**

1. LeBleu VS, Teng Y, O'Connell JT, Charytan D, Muller GA, Muller CA, et al. Identification of human epididymis protein-4 as a fibroblast-derived mediator of fibrosis. Nat Med. 2013; 19: 227-231. doi: 10.1038/nm.2989

2. Turro S, Ingelmo-Torres M, Estanyol JM, Tebar F, Fernandez MA, Albor CV, et al. Identification and characterization of associated with lipid droplet protein 1: A novel membrane-associated protein that resides on hepatic lipid droplets. Traffic. 2006; 7: 1254-1269.

3. Schoenmakers CH, Pigmans IG, Visser TJ. Species differences in liver type I iodothyronine deiodinase. Biochim Biophys Acta. 1992; 1121: 160-166.

4. Kitamura T, Nakamura K, Mizuno Y, Kikuchi K. Gene expressions of protein tyrosine phosphatases in regenerating rat liver and rat ascites hepatoma cells. Jpn J Cancer Res. 1995; 86: 811-818.

5. Brzezinski MR, Spink BJ, Dean RA, Berkman CE, Cashman JR, Bosron WF. Human liver carboxylesterase hCE-1: binding specificity for cocaine, heroin, and their metabolites and analogs. Drug Metab Dispos. 1997; 25: 1089-1096.

How the deposited data were processed for this re-analysis (not part of the article)

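The samples were cadaveric rat liver (n = 4), freshly isolated hepatocytes (n = 4) and liver constructs seeded with rat liver cells, sampled on day 2 (n = 4), day 15 (n = 4) and day 28 (n = 3). RNA was measured on RatRef-12 BeadChips. The authors deposited, for each array, the summarized bead intensity of each of 23365 probes on a linear scale and its detection p-value, together with a table of log2 values that they had background corrected and quantile normalized with the neqc function of limma, whose version is not given in the sources used here. The series matrix holds the same log2 values. The sample names of the log2 table match no sample label and its detection p-value columns are copies of a single column, so that table was used only as an alternative, with its arrays identified through the series matrix. 842 control probes were left out after background correction, leaving 22523 probes, of which 13793 carried a gene name (13337 genes) and 8730 did not.

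The intensities were background corrected, offset by 16, quantile normalized and log2 transformed again with neqc (R 4.3.3, limma 3.58.1). Each array of the intensity table was identified by its log2 values, which lay within 0.0063 of one array of the series matrix and at least 0.842 from every other. The replicate numbers of the intensity table and of the sample records differ on 14 of 24 arrays, within groups, and those of the sample records were used. Technical duplicate arrays, made for 5 constructs, were averaged, giving 19 samples. Probes with a detection p-value under 0.05 in at least 3 replicates among the samples fitted together were kept, 11583 over the constructs and 12516 over the 5 groups. Each gene was represented by its probe with the highest mean (8283 and 8825 genes). The median share of probes detected was 46.2% in cadaveric liver, 43.2% in hepatocytes and 45.8%, 49.2% and 49.8% in constructs of day 2, 15 and 28. Bead arrays compress large changes near background and near saturation, so folds of genes undetected on every array of a group are lower bounds, computed from the lowest normalized value called detected on each array, folds of genes detected on only some arrays of a group are as fitted and rest partly on values at background, and changes of the brightest genes, upward or downward, are underestimated.

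Groups were compared with linear models and empirical Bayes moderated statistics in limma, 1 model for the constructs and 1 for all 5 groups, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. Albumin was compared by exact permutation. Genes with an unadjusted p under 0.05 in the F test over days 2, 15 and 28 were grouped into 6 orders of their day means, because the clustering and ontology programs of the paper, HOPACH and DAVID, were not used here. Gene lists of pathways, complexes, zones and cell types, 46 in number with 45 having members on the array, were written before the data were examined and tested with camera (preset correlation 0.01, and estimated) and with Fisher's exact test in the orders. Several share themes, such as lysosome, DNA repair and RNA processing, with the paper's description of its clusters on these arrays. Genes raised or lowered at both steps had at least a 2-fold fitted change and an unadjusted p under 0.05 from day 2 to day 15 and from day 15 to day 28. Genes are named in the text if the paper names them in its text on the arrays, in S1 to S3 Tables or in Fig. 4C, whose values had been seen, if they were among the 10 largest increases or 10 largest decreases of a comparison with an adjusted p under 0.05 and no overlap between samples, or if they were among the 4 members of a list with the lowest adjusted p, and albumin in every group. The replicate numbers were not taken as pairing the samples, which would need every pair of a shared number to correlate above 0.1 in its deviations from the group means. Of 36 such pairs over the 5 groups 5 did (-0.28 to 0.27), all of them between constructs of day 15 and those of day 2 or day 28, so some shared deviation among the constructs is not excluded. The 11 constructs and 8 other samples were treated as independent, although the sources used here do not say whether they came from separate donor livers, so limma's p-values measure the spread between these samples. Those of Fisher's test take genes as independent and do not measure that spread.

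The procedure was tested on simulated data of the same size, with 200 changed genes, a shifted matrix list on day 28 and noise independent between genes. There 80.3% of 2-fold and 100% of 4-fold changes were recovered between day 2 and day 15. In data with no simulated change, 0 genes were called by limma for that step and 1 by its F test. Beside the simulated changes, 6 of 8036 unchanged genes were called. The real data held more changed genes and differences shared between genes, so these rates may not hold there. Alternatives covered the deposited log2 values, no background correction, median scaling, no detection filter or a stricter one (p under 0.01 in every replicate of a group), duplicates left out or counted separately, the mean of a gene's probes, a single model, a replicate block, unmoderated tests as the paper's methods describe, k-means, stricter p thresholds and each sample left out. Added after the data were seen were unnamed probes, the other replicate numbers and subsets of the day 15 constructs. Genes without a named probe (among them Ptprd, Ltbp3, Abi3bp and Efemp2) were left out, and the share of genes of unknown function in liver was not computed, because it rests on literature.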

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

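The tests of the class I genes, of the cell type markers and of the duplicate arrays were chosen only after the results were seen, and the tests of on/off probes and of the normalization before. RT1-A2, a class I gene of antigen presentation, was not above background in any day 28 construct, a fall from day 15 of at least 109-fold (adjusted p = 5.7e-12), and RT1-CE16 was not either, in genes the paper does not discuss. The log2 values of RT1-A2 were 11.34, 10.89, 5.05 and 11.68 in cadaveric liver replicates 1 to 4 and 10.82, 4.60, 11.67 and 11.87 in hepatocyte replicates 1 to 4. A fall of class I expression as a whole is argued against, since the 14 other class I genes had a median log2 change of -0.0525 from day 15 to day 28, with 0 higher and 1 lower (limma, range -1.58 to 0.61). The lower one was RT1-A3, at -1.58 (adjusted p = 1.3e-04), and RT1-A1 stood at -0.45 (adjusted p = 0.053). A fall limited to the RT1-A genes therefore stays open. A sequence difference between donor rats at these genes stays open and may account for the missing signal: of 5 other probes that were on in some livers or hepatocyte preparations and off in others, 0 were uniform within each day and different between days, and so few probes decide nothing. Whether constructs of a day came from the same donor is not given in the sources used here.

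Matrix structure genes rose by a median of 3.23 on the log2 scale from day 2 to day 28, and stellate cell and myofibroblast genes by 3.03. A lower share of hepatocytes with the other cells unchanged would raise markers of every other cell type alike. The 17 stellate genes moved by 2.55 more than the 24 endothelial, Kupffer cell and lymphocyte genes, whose median was 0.49 (permutation p = 1.2e-04, 100000 permutations), and cholangiocyte and progenitor genes, which that comparison left out, rose too, by a median of 1.96. These markers did not rise alike, but the comparison does not decide the cause. The stellate list shares Col1a2, Col3a1, Lum and Dcn with the matrix genes, and the permutation took genes, not constructs, as units. The normalization is argued against, since the matrix median was 2.14 or more under each normalization run. Growth of stellate cells or myofibroblasts, whose genes were mostly lower in the isolated hepatocytes than in cadaveric liver, stays open. So do a lower share of hepatocytes, higher expression per cell and a change in the hepatocytes themselves, and no test here separates them.

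The intensity columns and the sample records number the replicates differently on 14 of 24 arrays. Technical duplicates should resemble each other most, and 5 of 5 duplicate pairs were nearest to each other under the numbers of the sample records (lowest correlation 0.996) against 3 of 5 under those of the intensity columns (lowest 0.977). Mislabelled columns in the intensity table are a candidate explanation. No biological explanation was tested. With the replicate numbers of the intensity columns, an alternative added after the data were seen, 5290 genes changed across days 2, 15 and 28 and 960 between days 15 and 28.

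The arrays of isolated hepatocytes against cadaveric liver, compared in the paper only for P450 genes, gave 1999 changed genes. Single samples lay far from the other 3 of their group in 16 of the named genes' groups, given as log2 value, mean of the others, and the gap as a share of the range (Dixon's test): Asah1 in construct day 2 replicate 4 (10.78 against 11.03, 0.924); Cd24 in construct day 2 replicate 1 (6.46 against 6.09, 0.909); Coro1a in isolated hepatocytes replicate 1 (5.01 against 4.57, 0.958); Cyp7b1 in construct day 2 replicate 1 (5.08 against 4.51, 0.918); Dcn in construct day 2 replicate 2 (4.69 against 4.43, 0.884); Dio1 in construct day 15 replicate 1 (9.74 against 9.96, 0.838); Gja5 in construct day 2 replicate 4 (4.99 against 5.73, 0.917); Lum in construct day 2 replicate 3 (4.73 against 4.59, 0.847); Lyve1 in cadaveric liver replicate 4 (10.81 against 10.55, 0.910); Naa50 in construct day 2 replicate 3 (11.00 against 10.86, 0.849); Pck1 in construct day 2 replicate 2 (7.84 against 8.70, 0.914); Prss32 in construct day 15 replicate 1 (6.59 against 7.44, 0.879); Ptpn11 in construct day 2 replicate 4 (7.98 against 7.77, 0.935); RT1-A2 in isolated hepatocytes replicate 2 (4.60 against 11.45, 0.856); RT1-A2 in cadaveric liver replicate 3 (5.05 against 11.30, 0.881); and Rpl5 in construct day 2 replicate 2 (9.38 against 8.88, 0.9003). The share of detected probes was 48.6% in cadaveric liver replicate 4 against 46.1% in the others (gap 0.882), and 47.6% in construct day 15 replicate 4 against 49.3% (gap 0.939). Chance flags about 1 in 20 groups, and 18 of 262 groups tested (6.87%) held such a sample.

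Other splits of the same samples were tested for each count, with the real count set against the highest of the other splits. The real split gave most changed genes from day 2 to day 15 (4063 against 12) and to day 28 (4738 against 1121). Against cadaveric liver it did so in hepatocytes (1999 against 47) and constructs of day 2 (5343 against 1). It also did in constructs of day 15 (5120 against 2) and day 28 (5037 against 3739) against cadaveric liver. Each had 1 of 35 splits as large, the real one, the smallest share possible (0.0286), uncorrected for the number of comparisons. This argues against chance for each count without excluding it. The splits take samples as independent, and whether samples shared a donor is not given in the sources used here. A difference of donors between groups therefore stays open. Chance is not argued against for day 28 against day 15, where 2 of 35 splits were as large. The split of 3 day 15 constructs against the fourth with the 3 of day 28 gave 915 against 761. Over 100 splits of the 11 constructs, the real count was highest for genes changed across the 3 days (4943 against 4090). It was also highest for genes raised (187 against 54) and lowered (6 against 2) at both steps. The same held for all 6 orders of the day means, numbered as the paper's clusters, together (5362 against 4708). It held for orders 3 (738 against 732), 4 (1308 against 1260) and 6 (2173 against 2014). For order 2 another split gave more genes (778 against 941, 2 splits as large). Chance is argued against for these counts but not excluded. Chance is not argued against for order 1 (101 against 1203, 18 splits as large) or order 5 (264 against 1650, 6 splits). A split can keep most constructs of a day together under another day's label, which moves genes from one order to another. The larger counts in other splits can therefore hold the difference between days itself. They do not by themselves point to another structure of the samples. The gene lists called by camera between days numbered 39, with 47 in another split (21 splits as large), so chance is not excluded. For lists over- or underrepresented in the orders the real count was highest (37 against 32), which argues against chance without excluding it. For lists called against cadaveric liver it was not the highest (87 against 89, 2 splits as large), so chance is not excluded there either.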

How the results depend on the processing

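The settings that count unnamed probes, use the replicate numbers of the intensity columns or use day 15 replicates 1 and 2 or 3 and 4 alone were chosen after the data were seen, and all others before the data were examined. Over these alternatives, single constructs left out aside, the count of changed genes stayed within 1.5 times its value for the 3 days together (4340 to 6693), day 2 to day 15 (3125 to 4949), day 2 to day 28 (4188 to 5705) and constructs of day 2 (4992 to 5695), day 15 (4749 to 5554) and day 28 (4694 to 5621) against cadaveric liver, as did orders 2 (534 to 1107) and 4 (1058 to 1820). The cause was not tested for any value that left this range, given here by setting. With median scaling in place of quantile normalization, genes lowered at both steps numbered 1, genes changed in hepatocytes 1308 and genes of order 5 (highest on day 15, lowest on day 28) 170. Without background correction 123 genes were raised and 2 lowered at both steps. With every array as a separate sample 1626 genes changed between day 15 and day 28, and with the replicate block 347, which moved no other count of changed, raised or lowered genes beyond 1.5 times. With adjusted p under 0.05 at both steps 87 genes were raised, since that threshold is stricter. By cosine k-means order 1 held 665 and order 5 468 genes. With an estimated correlation camera called 2 lists between days, not 39, and 4 against cadaveric liver, not 87. Counting every detected probe, order 3 held 1239, and counting every probe with no detection filter, orders 1, 3, 5 and 6 held 204, 1456, 424 and 3272. Day 15 replicates 1 and 2 alone gave 230 genes between day 15 and day 28, 68 raised at both steps, 65 in order 1 and 117 in order 5, and replicates 3 and 4 alone gave 1834, 160, 229 and 531.

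With 1 sample left out at a time, the count between day 15 and day 28 ran from 235 to 1244: 235 without day 28 replicate 1, 408 without day 28 replicate 2, 316 without day 28 replicate 3, 1244 without day 15 replicate 2, 295 without day 15 replicate 3 and 355 without day 15 replicate 4. Genes raised at both steps ran from 118 to 208 and genes lowered from 3 to 7, both lowest without day 28 replicate 1. The other counts stayed within 1.5 times: 4399 to 4949 across the 3 days, 3529 to 4123 from day 2 to day 15, 4022 to 4496 from day 2 to day 28, 1509 to 1921 in hepatocytes, 5022 to 5161, 4753 to 4974 and 4425 to 4979 in constructs of day 2, 15 and 28 against cadaveric liver, and 70 to 129, 703 to 850, 639 to 912, 1129 to 1292, 180 to 364 and 1870 to 2165 in orders 1 to 6. For named genes, 5254 values over 248 comparisons included 5012 with the same direction and side of the threshold, 175 that no longer passed, 67 that newly passed and 0 of the opposite direction. Those that no longer passed lay mostly between day 15 and day 28, among them Ugt1a1, Bgn, Snai1, Gja1, Eno2, Cyp2c24 and Col6a1, with Tmem255b and Tmeff2 from day 2 to day 15 and Ugt2b1 from day 2 to day 28 beside them, and Adamts2, Mmp23, Gpc3 and Otc were among those that newly passed.

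Median scaling moved the median log2 fold change of all genes against cadaveric liver from -0.02 to 0.28 for day 28 constructs, from 0.03 to 0.26 for day 15 and from 0.07 to 0.22 for day 2, and without a detection filter that of day 28 against day 2 was -0.04, not -0.15. With median scaling the higher and lower genes were 306 and 1002 in hepatocytes, 4067 and 1560 in day 2, 4218 and 1336 in day 15 and 4240 and 1321 in day 28 constructs. Day 15 replicates 1 and 2 alone gave 168 higher and 62 lower genes between day 15 and day 28. Median scaling ended the camera calls of other drug metabolism genes from day 2 to day 15, of plasma protein and mesothelial genes from day 2 to day 28, of cholangiocyte and RNA processing genes in hepatocytes, and of cholangiocyte, proliferation and pregnane X receptor target genes in day 15 constructs against cadaveric liver, and no background correction that of cholangiocyte genes in day 2 constructs. A fit with the BeadChip as a block was not run, because chip identities are not given in the sources used here. The deposited log2 values and the series matrix hold the same values and count as a single setting in effect. Signal over background limits which probes count: a median of 43.2% to 49.8% of probes were detected per array, and folds of undetected genes are only bounded.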

Differences from the paper's values

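The paper's smallest cluster holds 600 genes and the smallest order here 101. Of 13 alternatives set before the data were examined, cosine k-means, with 468, falls within 1.5 times of the paper's value and the other 12 do not, nor does any of the 11 with a construct left out. The paper's largest cluster holds 4000 genes and the largest order here 2173. None of the 13 alternatives set before the data were examined comes within 1.5 times of the paper's value (1496 to 2552, with the 11 left-out constructs). Counting every detected probe, named or not, gives 2952 and every probe with no detection filter 3272, both under the paper's value but within 1.5 times of it, and both chosen after seeing the values, and they drop 0 of the 39 called genes of the paper's S1 Table.

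The paper counts at least 65 genes raised at both steps, and 187 were found here at its fold change and unadjusted p thresholds. Of 13 alternatives set before the data were examined, adjusted p under 0.05 at both steps gives 87, within 1.5 times of the paper's value, while the other 12 and all 11 left-out constructs differ. That setting drops 12 of the 57 genes of the paper's S2 Table found here. Day 15 replicates 1 and 2 alone give 68, also within range, a setting chosen after seeing the values that drops 20 of the 57. The paper gives 30% of these genes as matrix genes, and 15.0% were here, with matrix genes taken from lists fixed beforehand. Those lists are narrower than the paper's named set, and of its S2 Table genes with a probe only 19.0% belong to them. The shares are therefore not the same measure. Of 13 alternatives set before the data were examined, only no background correction, at 21.1%, falls within 1.5 times of the paper's share, and none of the 11 left-out constructs does.

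The paper names Abcg1 among genes raised at both steps, whereas its later log2 fold change here was 0.77 (adjusted p = 0.148), and only leaving out day 28 replicate 2 raised it at both. Of the S1 Table genes not called here, every array counted as a separate sample called Cyp11a1, Cyp20a1, Cyp2a1, Cyp2c23 and Ugt1a8, no detection filter called Cyp11a1, Cyp20a1 and Ugt1a8, all 5 groups in one fit called Cyp20a1, Cyp2a1 and Cyp2c23, and no background correction (Cyp20a1), median scaling (Cyp2a1), duplicates left out (Cyp11a1) and the replicate block (Cyp2c23) called single ones, as did some of the left-out constructs for Cyp20a1, Cyp2a1 and Cyp2c23. Of the 41 S1 Table entries called here, 16 had the order of their cluster in the paper. The paper's S1 Table places CYP3A18 and, under the names CYP3A1 and CYP3A3, Cyp3a23-3a1 in the cluster lowest on day 15, which its Discussion also describes as rising after recellularization, and both were here lowest on day 2, at 8.32 and 14.34, and higher on day 15, at 10.10 and 14.76. The paper describes UDP-glucuronosyltransferases as lowest on day 15. Of 6 that passed the F test here at an unadjusted p under 0.05, 0 had means highest on day 2 and lowest on day 15. By their means, 3 were highest on day 15 and lowest on day 28, and 3 were highest on day 2 and lowest on day 28. Only Ugt1a6 passed between days 2 and 15, and it was lower on day 15. The paper's largest cluster is the one highest on day 2 and lowest on day 15, with 738 genes here against 2173 in the order falling throughout.

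Otc, Gbe1 and Asl, whose changes the paper calls small, changed more than 2-fold between some days: Otc by 1.21 and Gbe1 by -1.11 on the log2 scale from day 2 to day 15, and Asl by -1.32 from day 2 to day 28, while Pygl and Ugp2 stayed within 2-fold. Lysosome genes, in the paper's cluster lowest on day 15 and highest on day 28, had that order in 1 of 39. DNA repair genes, in its cluster highest on day 15 and lowest on day 28, had that order in 1 of 38. Ribosomal, matrix and RNA processing genes were enriched in the order of the paper's cluster. The paper found these themes on the same arrays, so their return here is not independent evidence.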

Other observations

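None of the tests in this part was added after the results were seen. Isolated hepatocytes (n = 4) differed from cadaveric liver (n = 4) by lower expression of blood and nonparenchymal cell genes and higher expression of stress-response genes, with 998 genes higher and 1001 lower (306 and 1002 with median scaling). Hba-a1 and Hbb, globin genes of red blood cells, had log2 fold changes of -8.97 (standard error 0.61, adjusted p = 3.6e-09) and -8.20 (standard error 0.21, adjusted p = 7.6e-15). Endothelial genes had 0 higher and 15 lower of 18 (0 and 15 adjusted over the list alone; camera, adjusted p = 5.6e-16, and adjusted p = 0.013 with an estimated correlation), with Vwf, the von Willebrand factor gene, at least 2.75-fold lower (adjusted p = 1.6e-10) and Esam, an endothelial adhesion molecule, at -2.44 (adjusted p = 1.8e-10). Kupffer cell and macrophage genes had 1 higher and 16 lower of 20 (1 and 16 adjusted over the list alone; camera, adjusted p = 7.2e-16, and adjusted p = 0.0557 with an estimated correlation). Coro1a, an actin regulator of leukocytes, was at least 12.1-fold lower (adjusted p = 2.2e-14). Lymphocyte genes had 0 higher and 12 lower of 13 (0 and 12 adjusted over the list alone; camera, adjusted p = 1.5e-12, and adjusted p = 0.0374 with an estimated correlation), with the granule protease Gzma at -3.18 (adjusted p = 3.8e-09). Stellate cell and myofibroblast genes had 1 higher and 12 lower of 18 (1 and 12 adjusted over the list alone; camera, adjusted p = 9.8e-07, and adjusted p = 0.179 with an estimated correlation). Immediate early and heat shock genes had 14 higher and 1 lower of 22 (16 and 1 adjusted over the list alone; camera, adjusted p = 7.8e-09, and adjusted p = 0.0844 with an estimated correlation). Atf3, a stress-induced transcription factor, was higher by 5.40 (standard error 0.31, adjusted p = 5.2e-10), Fos, an immediate early gene, by 4.78 (standard error 0.40, adjusted p = 4.0e-08), Egr1 by 4.40 (standard error 0.31, adjusted p = 6.4e-09) and the chemokine gene Cxcl1 by 5.44 (standard error 0.61, adjusted p = 1.8e-06). Glucocorticoid-induced genes had 9 higher and 0 lower of 17 (11 and 0 adjusted over the list alone; camera, adjusted p = 7.0e-04, and adjusted p = 0.0846 with an estimated correlation), with Igfbp1, an insulin-like growth factor binding protein, at 2.31 (adjusted p = 7.8e-06).

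Against cadaveric liver, day 28 constructs (n = 3) had lower endothelial, Kupffer cell and transporter genes and higher glycolytic and biliary genes. Endothelial genes had 1 higher and 14 lower of 18 (1 and 14 adjusted over the list alone; camera, adjusted p = 5.8e-08, and adjusted p = 0.0557 with an estimated correlation), with Lyve1, a marker of sinusoidal endothelium, at -5.90 (adjusted p = 1.1e-14). Kupffer cell and macrophage genes had 2 higher and 15 lower of 20 (2 and 15 adjusted over the list alone; camera, adjusted p = 9.8e-06, and adjusted p = 0.201 with an estimated correlation). Genes of bile acid synthesis and hepatocyte transport had 3 higher and 13 lower of 17 (3 and 13 adjusted over the list alone; camera, adjusted p = 9.4e-05, and adjusted p = 0.127 with an estimated correlation), with Slco1b2, a bile acid and drug uptake transporter, at -6.26 (adjusted p = 2.2e-14) and Amacr, a racemase of bile acid synthesis, at -3.81 (adjusted p = 5.0e-16). Hepatocyte transcription factors and nuclear receptors had 0 higher and 14 lower of 16 (0 and 14 adjusted over the list alone; camera, adjusted p = 3.6e-05, and adjusted p = 0.0844 with an estimated correlation), with Cebpa, a factor of hepatocyte differentiation, at -2.66 (adjusted p = 7.2e-09). Genes of hypoxia and glycolysis had 18 higher and 0 lower of 20 (18 and 0 adjusted over the list alone; camera, adjusted p = 1.0e-06, and adjusted p = 0.272 with an estimated correlation), with Aldoa, an aldolase, at 2.78 (adjusted p = 3.6e-13). Cholangiocyte and progenitor genes had 8 higher and 2 lower of 15 (8 and 2 adjusted over the list alone; camera, adjusted p = 0.0019, and adjusted p = 0.0557 with an estimated correlation), with Cd24 at 3.86 (adjusted p = 1.9e-12) and Dlk1, a surface protein of hepatoblasts, at least 3.03-fold higher (adjusted p = 1.8e-09). Matrix structure genes had 31 higher and 13 lower of 55 (31 and 14 adjusted over the list alone; camera, adjusted p = 0.0281, and adjusted p = 0.625 with an estimated correlation) and stellate cell genes 11 higher and 2 lower of 18 (11 and 2 adjusted over the list alone; camera, adjusted p = 0.0295, and adjusted p = 0.559 with an estimated correlation), and camera called neither with median scaling. Acot1, an acyl-CoA thioesterase, was at least 442-fold higher on day 2 (adjusted p = 6.6e-16) and at least 367-fold higher on day 28 (adjusted p = 3.4e-15). Abcb1b, a multidrug efflux pump, was higher on day 2 by 6.74 (standard error 0.37, adjusted p = 3.5e-11), and A1bg, a plasma glycoprotein, was at least 804-fold lower on day 28 (adjusted p = 2.8e-09).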
